# Enhanced glucose metabolism through activation of HIF-1α covers the energy demand in a rat embryonic heart primordium after heartbeat initiation

**DOI:** 10.1038/s41598-021-03832-5

**Published:** 2022-01-07

**Authors:** Tatsuya Sato, Nobutoshi Ichise, Takeshi Kobayashi, Hiroyori Fusagawa, Hiroya Yamazaki, Taiki Kudo, Noritsugu Tohse

**Keywords:** Developmental biology, Physiology, Cardiology

## Abstract

The initiation of heartbeat is an essential step in cardiogenesis in the heart primordium, but it remains unclear how intracellular metabolism responds to increased energy demands after heartbeat initiation. In this study, embryos in Wistar rats at embryonic day 10, at which heartbeat begins in rats, were divided into two groups by the heart primordium before and after heartbeat initiation and their metabolic characteristics were assessed. Metabolome analysis revealed that increased levels of ATP, a main product of glucose catabolism, and reduced glutathione, a by-product of the pentose phosphate pathway, were the major determinants in the heart primordium after heartbeat initiation. Glycolytic capacity and ATP synthesis-linked mitochondrial respiration were significantly increased, but subunits in complexes of mitochondrial oxidative phosphorylation were not upregulated in the heart primordium after heartbeat initiation. Hypoxia-inducible factor (HIF)-1α was activated and a glucose transporter and rate-limiting enzymes of the glycolytic and pentose phosphate pathways, which are HIF-1α-downstream targets, were upregulated in the heart primordium after heartbeat initiation. These results suggest that the HIF-1α-mediated enhancement of glycolysis with activation of the pentose phosphate pathway, potentially leading to antioxidant defense and nucleotide biosynthesis, covers the increased energy demand in the beating and developing heart primordium.

## Introduction

The heart in an embryo, which plays a central role in fetal circulation, develops and functions ahead of other organs^1^. Therefore, functional adaptations as well as morphological changes in the early embryonic heart in a vertebrate are essential for normal fetal growth and development. The heart primordium that will form the future embryonic heart arises as populations of cardiac progenitor cells derived from the lateral plate mesoderm in a crescent shape in mice^2^ and rats^3^ and in a bilateral pair in humans^4^ and birds^5^. We previously reported that heartbeat in a rat embryonic heart primordium is initiated at embryonic day 9.99–10.13 (E9.99–E10.13) with a calcium transient via extracellular calcium influx preceding muscle contraction^6^. Although the chronological timeline of developmental stages and concomitant heartbeat initiation timing have reported to be different depending on the species^5–9^, the embryonic heart primordium after heartbeat initiation requires energy for driving the excitation–contraction coupling. Hence, in the heart primordium in the period around the initial heartbeat, energy metabolism has to be altered for adapting to produce more ATP not only for differentiation and proliferation but also for maintenance of heartbeat, but it remains unclear how energy metabolism responds to increased energy demand.

Glycolysis has been reported to be a major source of energy in mesodermal and cardiac progenitor cells during early cardiac development^10–12^. The oxygen supply to the embryo is limited to diffusion from the placenta until fetal circulation is formed, and thus it is reasonable that glycolysis, which does not require oxygen to produce ATP, plays a central role in energy production in the heart primordium. In contrast, it has been acknowledged that mitochondrial oxidative phosphorylation (OXPHOS), which can produce large amounts of ATP compared with those produced by anerobic glycolysis under the condition of a sufficient supply of oxygen and energy substrates, contributes less to energy metabolism in the embryonic heart than that in the matured heart^10–12^. In fact, cristae density and the number of mitochondria in cardiomyocytes have been reported to be smaller in the embryonic heart than in the matured heart^12–14^, suggesting less reliance on mitochondrial OXPHOS for the production of ATP in cardiac progenitor cells or cardiomyocytes in the embryo. However, it remains unclear whether mitochondria play any roles in response to increased energy demand to initiate excitation–contraction coupling in the developing heart primordium. It is also unknown whether oxygen consumption with or without activation of mitochondrial OXPHOS itself is increased to respond to increased energy demand in the heart primordium after heartbeat initiation.

In terms of oxygen sensing, hypoxia-inducible factor (HIF) pathways are known to play a central role in response to hypoxia^15^. HIF is a transcriptional factor that is induced in response to hypoxia and regulates the expression of hypoxia-responsive genes. The embryo develops in a low oxygen environment, and activation of HIF pathways has been shown to be essential for placental formation, vasculogenesis, and cardiac development^16–18^. There are three HIF-α subunits (HIF-1α, HIF-2α, and HIF-3α) and, indeed, it has been reported that loss of HIF-1α in mice showed various phenotypes in impaired cardiogenesis including morphogenesis arrest, reduced endothelial cells, myocardial hyperplasia, and impaired neural cell migration at the early stages of embryonic development^19–21^. In association with HIF pathways and energy metabolism, it has been reported that activation of HIF-1α pathways transcriptionally upregulates glucose transporters, rate-limiting enzymes in the glycolytic pathway and the pentose phosphate pathway, and pyruvate dehydrogenase kinase-1 (PDK1), leading to inactivation of pyruvate dehydrogenase (PDH) complex in the tricarboxylic acid (TCA) cycle^22–24^. These regulations potentially result in enhanced glycolysis, increased activity of the pentose phosphate pathway, and decreased mitochondrial respiration. Thus, HIF-1 pathways must play an important role in energy metabolism in the developing heart primordium, yet the details of HIF-1α-mediated metabolic alteration at the period of initial heartbeat in the heart primordium have not been elucidated.

Therefore, in the present study, we examined how energy metabolism in the embryonic heart is altered after the initiation of heartbeat by performing unbiased metabolomic analysis and evaluating mitochondrial function and glycolysis using an extracellular flux analyzer. We also investigated whether HIF-1α is activated in response to increased energy demand and whether expression of its downstream targets in glycolysis, pentose phosphate pathway, and TCA cycle is altered in the heart primordium after heartbeat initiation compared with that before heartbeat initiation.

## Results

### Definitions of pre- and post-heartbeat groups

In accordance with our previous study^6^ showing that there is a relationship between morphologic characteristics and timing of the initiation of contraction in the heart primordium at E10, we defined heart primordia showing a “flat” central shape in embryos with three to four somites as the pre-heartbeat group (heart primordia before heartbeat initiation) and heart primordia showing a “raised” central shape in embryos with four to five somites as the post-heartbeat group (heart primordia after heartbeat initiation) in the present study (Fig. 1).

**Figure 1:**
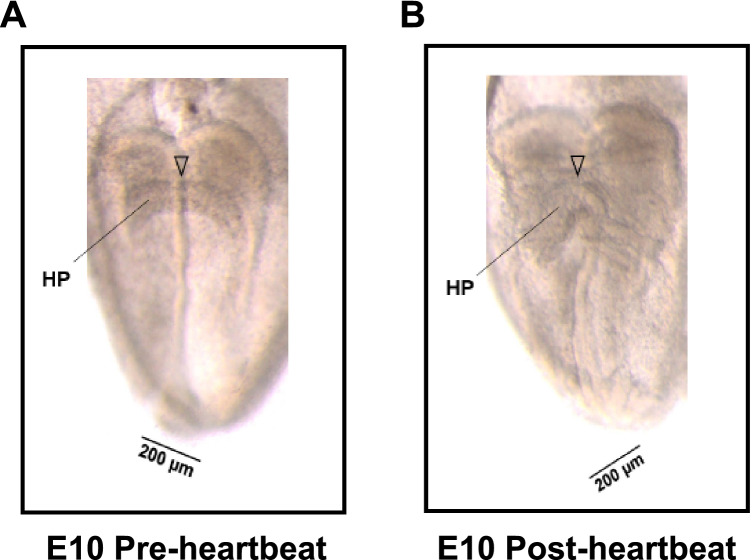
Definitions of rat heart primordia before (pre-) and after (post-) heartbeat initiation. (**A**) Representative image of a rat heart primordium in the embryo at E10 before (pre-) heartbeat initiation. (**B**) Representative image of a rat heart primordium in the embryo at E10 after (post-) heartbeat initiation. The arrowhead indicates the center of the heart primordia. We defined heart primordia showing a “flat” central shape as the pre-heartbeat group and heart primordia showing a “raised” central shape as the post-heartbeat group according to the findings in a previous study^6^. HP: heart primordium.

### Metabolomic analysis in the heart primordium before and after heartbeat initiation

First, we performed metabolome analysis to assess how metabolites in the heart primordium are altered after heartbeat initiation. Since very small amount of metabolites was expected in a single heart primordium, six isolated heart primordia in the same group were pooled as one sample, and three samples each in the pre-heartbeat group and the post-heartbeat group were used for metabolome analysis. Of the 116 metabolites that are measurable by capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) and capillary electrophoresis tandem mass spectrometry (CE-MS/MS), 63 metabolites were detected in the heart primordium (Supplementary Table S1).

Principal component analysis using the metabolites detected by CE-TOFMS and CE-MS/MS was performed to focus on the metabolites that characterize the difference between the pre- and post-heartbeat groups. A score plot of the top two components in principal component analysis revealed that the second component (PC2), which accounted for 19.4% of the total variation, clearly separated the post-heartbeat group from the pre-heartbeat group, while the first component (PC1) appeared to be affected by the sample including an outlier (Fig. 2A). A factor loading plot for PC2 revealed that phosphoribosyl pyrophosphate (PRPP), fructose 6-phosphate (F6P), and fructose 1,6-bisphosphate (FBP) were the top three metabolites contributing more to the total variance for the pre-heartbeat group, whereas ATP, reduced glutathione (GSH), and GTP in that order were the top three metabolites contributing more to the total variance for the post-heartbeat group (Fig. 2B,C).

**Figure 2:**
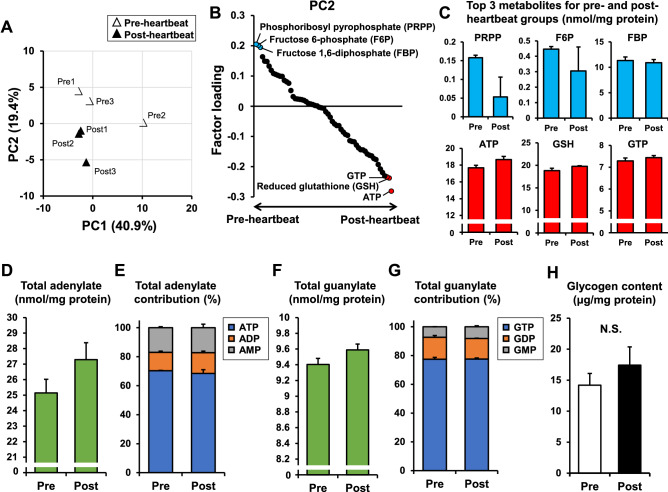
Characteristics of energy metabolites in the heart primordium before and after heartbeat initiation. (**A**) Score plot of principal component analysis in the metabolome analysis. (**B**) Factor loading plot for PC2. Metabolites detected in the metabolome analysis are arranged on the X-axis in the order of factor loading. Blue dots indicate the top three metabolites showing positive factor loading and red dots indicate top three metabolites showing negative factor loading. (**C**) Individual values of the top three metabolites for the pre-heartbeat group (PRPP, F6P, and FBP) and for the post-heartbeat group (ATP, GSH, and GTP). (**D**,**E**) Total adenylate and its contribution that were obtained by metabolome analysis in the pre- and post-heartbeat groups. (**F**,**G**) Total guanylate and its contribution that were obtained by metabolome analysis in the pre- and post-heartbeat groups. (**H**) Glycogen contents assessed by a colorimetric glycogen assay in the pre- and post-heartbeat groups (N = 6). *p < 0.05 with Welch's t-test. N.S.: not significant.

The results showing that the increased level of ATP, a major product of glucose catabolism, was the best determinant factor in the post-heartbeat group compared with the pre-heartbeat group indicate that energy production was preferentially increased in the heart primordium after heartbeat initiation (Fig. 2B). Since GSH is produced by glutathione reductase from its oxidized form glutamine disulfide (GSSG) depending on nicotinamide adenine dinucleotide phosphate (NADPH) in the oxidative stage of the pentose phosphate pathway^25^, it is likely that the pentose phosphate pathway was activated in the heart primordium after heartbeat initiation (Fig. 2B). In fact, the finding that F6P and FBP, which are intermediate metabolites in the glycolytic pathway, were the major determinants in the pre-heartbeat group may reflect changes in glucose flow from canonical glycolysis to the pentose phosphate pathway in the heart primordium after heartbeat initiation (Fig. 2B). In addition to these pathways, the purine nucleotide synthesis pathway is likely to be activated in the heart primordium after the initiation of heartbeat because not only ATP but also GTP, which is the other end-product in purine nucleotide synthesis, were the major contributing factors in the post-heartbeat group. The finding that PRPP, which is an intermediate metabolite in the purine and pyrimidine nucleotide synthesis pathway^26^, was the most contributing factor in the pre-heartbeat group also supports the possibility that PRPP is utilized for nucleotide synthesis in the heart primordium after heartbeat initiation (Fig. 2B). Indeed, the level of total adenylate, which is defined as the sum of ATP, ADP and AMP, and the level of total guanylate, which is defined as the sum of GTP, GDP and GMP, were considerably higher in the post-heartbeat group than in the pre-heartbeat group (Fig. 2D,F), though statistical comparisons were not performed in each metabolite that was obtained from multi-omics metabolome analysis to avoid the limitation of sample size and multiple testing. For total adenylate, the distributions of ATP, ADP and AMP in the pre-heartbeat group were 70.3%, 12.8%, and 16.9%, respectively, and those distributions in the post-heartbeat group were 68.4%, 14.3%, 17.3%, respectively (Fig. 2E). Given the finding that an increased level of ATP is the most contributing factor for the post-heartbeat group (Fig. 2B, C), the data possibly suggest that ATP hydrolysis increases after the initiation of heartbeat and its increased energy demand is met by ATP synthesis and the activated purine synthesis pathway. In contrast to total adenylate, the distributions of GTP, GDP, and GMP were similar in the pre- and post-heartbeat groups (Fig. 2G). There was no statistical difference in the glycogen contents that were obtained by a colorimetric assay in the pre- and post-heartbeat groups (Fig. 2H), suggesting that glycogen is not a major carbon source in response to increased energy demand after heartbeat initiation.

In the metabolome analysis, the role of mitochondria in the increased ATP level in the post-heartbeat group was not uncovered because lactate, which is the end-product of anaerobic glycolysis, and metabolites associated with the TCA cycle and mitochondrial OXHPOS were not highlighted (Fig. 2B).

### Assessment of mitochondrial respiration and glycolytic ability in the heart primordium before and after heartbeat initiation

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) in isolated cells from the heart primordia were simultaneously measured in a real-time manner to assess mitochondrial respiration and glycolytic ability (Fig. 3A,B).

**Figure 3:**
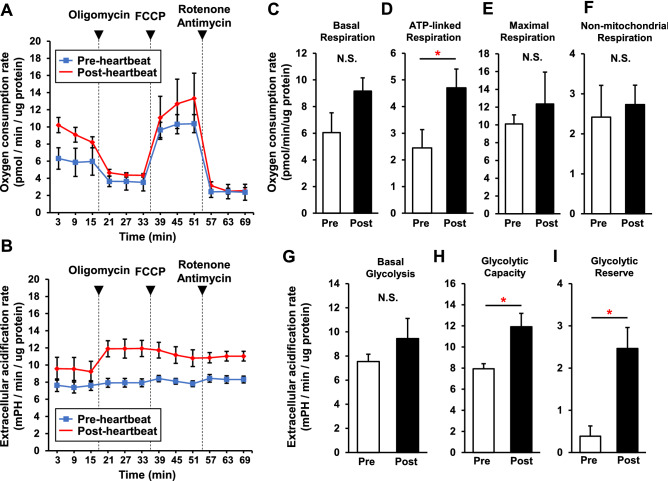
Increased glycolytic capacity and ATP synthesis-linked mitochondrial respiration in the heart primordium after heartbeat initiation. Analysis of OCR and ECAR was carried out using a Seahorse XFe96 Bioanalyzer to assess mitochondrial respiration and glycolysis. (**A**,**B**) OCR (**A**) and ECAR (**B**) were measured in isolated cells from the heart primordium in the pre- and post-heartbeat groups (N = 5) with subsequent addition of oligomycin (complex V inhibitor), FCCP (a protonophore), and rotenone (complex I inhibitor)/antimycin A (complex III inhibitor). (**C**) Mitochondrial bioenergetic parameters calculated from the results for OCR in the pre- and post-heartbeat groups. (**D**) Glycolytic parameters calculated from the results for ECAR in the pre- and post-heartbeat groups. *p < 0.05 with Welch's t-test. N.S.: not significant.

Basal OCRs were statistically comparable in the pre- and post-heartbeat groups (6.05 ± 1.48 vs. 9.16 ± 0.99 pmol/min/μg protein) (Fig. 3C). However, ATP-linked respiration, which is derived from the difference between basal OCR and respiration following addition of the complex V inhibitor oligomycin, was significantly higher in the post-heartbeat group (4.70 ± 0.70 pmol/min/μg protein) than in the pre-heartbeat group (2.45 ± 0.69 pmol/min/μg protein), suggesting that oxygen consumption for ATP production in the mitochondria was increased in the heart primordium after heartbeat initiation (Fig. 3D). Despite the increased ATP-linked respiration, the levels of maximal respiration induced by carbonyl cyanide p-trifluoromethoxyphenylhydrazone (FCCP), a protonophore, were not significantly different in the pre- and post-heartbeat groups (10.11 ± 1.02 vs. 12.36 ± 3.58 pmol/min/μg protein), presumably due to the immature mitochondrial OXPHOS system in both the pre- and post-heartbeat groups (Fig. 3E). There was no statistical difference in non-mitochondrial respiration between the pre- and post-heartbeat groups (2.42 ± 0.79 vs. 2.73 ± 0.48 pmol/min/μg protein) (Fig. 3F).

Similar to basal OCR, ECAR at baseline, which reflects glycolysis in the presence of oxygen, in the pre-heartbeat group (7.54 ± 0.61 mPH/min/μg protein) was comparable to that in the post-heartbeat group (9.45 ± 1.66 mPH/min/μg protein) (Fig. 3G). However, ECAR in the presence of oligomycin, which reflects glycolytic capacity, was significantly higher in the post-heartbeat group (11.91 ± 1.27 mPH/min/μg protein) than in the pre-heartbeat group (7.93 ± 0.49 mPH/min/μg protein), suggesting that the rate of glucose catabolism was facilitated independently of oxygen consumption in the mitochondria in the heart primordium after heartbeat initiation (Fig. 3H). Furthermore, glycolytic reserve, which is defined as the difference between basal ECAR and ECAR following oligomycin addition, was also significantly higher in the post-heartbeat group (2.46 ± 0.50 mPH/min/μg protein) than in the pre-heartbeat group (0.39 ± 0.24 mPH/min/μg protein), indicating a higher capability of glycolysis to respond to an energy demand in the heart primordium after heartbeat initiation (Fig. 3I).

These results demonstrate that increased glycolytic capacity, rather than activation of mitochondrial OXPHOS itself, mainly contributes to increased ATP production in the heart primordium after heartbeat initiation.

### Activated HIF-1α with its increased protein expression in the heart primordium after heartbeat initiation

We addressed the underlying molecular mechanisms in which glycolytic capacity is increased in the heart primordium after heartbeat initiation. Since HIF-1α is one of the strongest positive regulators for the glycolytic pathway^22^, we examined the DNA-binding activity of HIF-1α. As expected, DNA-binding activity of HIF-1α in the nuclear fraction of the heart primordium was significantly higher in the post-heartbeat group than in the pre-heartbeat group (Fig. 4A). Being consistent with its activity, the protein expression level of HIF-1α was significantly higher in the post-heartbeat group than in the pre-heartbeat group (Fig. 4B,C). Protein levels of HIF-1β, an obligatory dimerization partner for HIF-1α, and prolyl hydroxylase-1 (PHD1), an oxygen-sensing protein that is not regulated by HIF-1α and controls degradation of α-subunits of HIFs via hydroxylation^27^, were comparable in the pre- and post-heartbeat groups, whereas the von Hippel–Lindau protein (pVHL), a substrate recognition component of an E3-ubiquitin ligase that ubiquitylates HIF-1α, was significantly decreased in the post-heartbeat group compared with that in the pre-heartbeat group (Fig. 4B,C). These findings suggest that HIF-1α is upregulated in the heart primordium after heartbeat initiation with reduced pVHL expression presumably contributing to reduction of HIF-1α ubiquitination and degradation.

**Figure 4:**
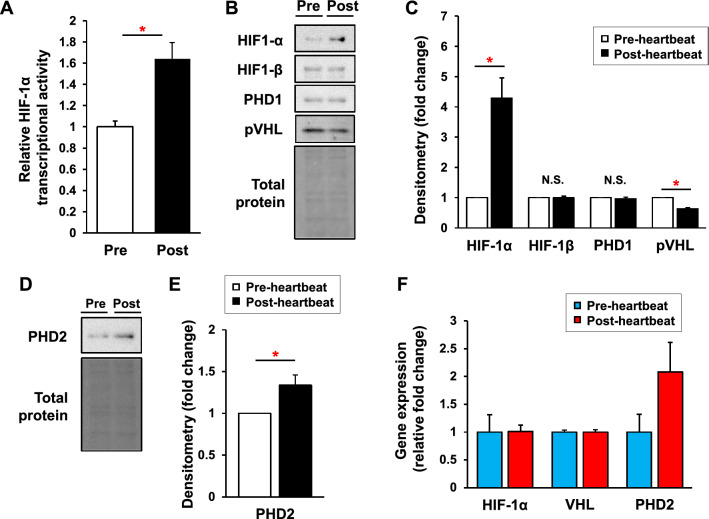
Activated HIF-1α with its increased protein expression in the heart primordium after heartbeat initiation. (**A**) DNA-binding activity of HIF-1α in the nuclear fraction in the pre- and post-heartbeat groups (N = 6). (**B**,**C**) Representative images of Western blots (**B**) and densitometry (**C**) of HIF-1α, HIF-1β, PHD1, and pVHL in the pre- and post-heartbeat group (N = 5–6). (**D**,**E**) Representative images of Western blots (**D**) and densitometry (**E**) of PHD2 in the pre- and post-heartbeat groups (N = 6). (**F**) Relative gene expression levels of HIF-1α, VHL, and PHD2 that were obtained by microarray analysis in the pre- and post-heartbeat groups. *p < 0.05 with Welch's t-test. N.S.: not significant. Full-length blots/gels are presented in Supplementary Figure S1.

We further assessed the protein level of PHD2, another oxygen-sensing protein that negatively controls α-subunits of HIFs and is also regulated by HIF-1α itself^27^. The PHD2 protein level was significantly increased in the post-heartbeat group compared with that in the pre-heartbeat group (Fig. 4D,E), supporting our finding that the HIF-1α pathway is actually activated in the heart primordium after heartbeat initiation. Considering that both the activity and the protein level of HIF-1α were increased in the heart primordium after heartbeat initiation (Fig. 4A–C), increased protein level of PHD2 in the heart primordium after heartbeat initiation may be a result of a negative feedback mechanism that compensates for the decreased enzymatic activity of PHDs due to the low oxygen level^28^. Proteins for HIF-2α, HIF-3α, and PHD3 were not detected by our Western blot system in either the pre- or post-heartbeat group.

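For the microarray analysis, heart primordia were dissected from rat embryos on embryonic day 10. The pre-heartbeat group had a flat central shape and 3 to 4 somites, and the post-heartbeat group had a raised central shape and 4 to 5 somites. RNA of 3 samples per group was labeled with cyanine dye and hybridized to 1-color Agilent rat arrays, 1 array for each sample. The authors deposited the processed signal of every spot, an intensity from which Feature Extraction had subtracted the background. They also deposited ratios, for which GeneSpring had shifted each array to its 75th percentile and divided each probe by a baseline value. On the log2 scale, differences between arrays were the same in both kinds of values within 0.01 for 100% of the 30367 probes, after 1 constant for each pair of arrays. Here, the processed signal was taken as log2 and the 75th percentile of each array was subtracted, the kind of normalization named in the methods of the paper. The shifts so made were not exactly those in the authors' ratios. Over the tested probes, the median log2 difference between the groups was -0.033 here and -0.051 with the ratios. Spots marked as outliers were left out, and the spots of a probe were averaged. Of 58717 spots other than controls, between 39375 and 41147 were well above background in the pre-heartbeat group (median 41094) and between 39803 and 41327 in the post-heartbeat group (median 40298). A probe was tested if it was well above background on all 3 arrays of at least 1 group, which left 19297 probes, or 63.5%. Groups were compared in limma with Benjamini-Hochberg adjustment, and for a single gene also by a two-sided exact permutation test, whose smallest possible p with 3 arrays per group is 0.1. The number of arrays limits the precision of every value. The arrays were on 2 slides that were scanned separately. Slide 1 held pre-heartbeat replicate 1 and post-heartbeat replicates 1 and 2, and slide 2 held the other three arrays. The first principal component, with 60.3% of the variance, separated the slides, and the second, with 16.6%, separated the groups. Between the slides, 3148 probes differed at a limma adjusted p under 0.05, 1688 of them higher on slide 1 and 1460 higher on slide 2. As both slides held both groups, differences between the groups are also given with the slide as a block in the fit.

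**Figure D1:**
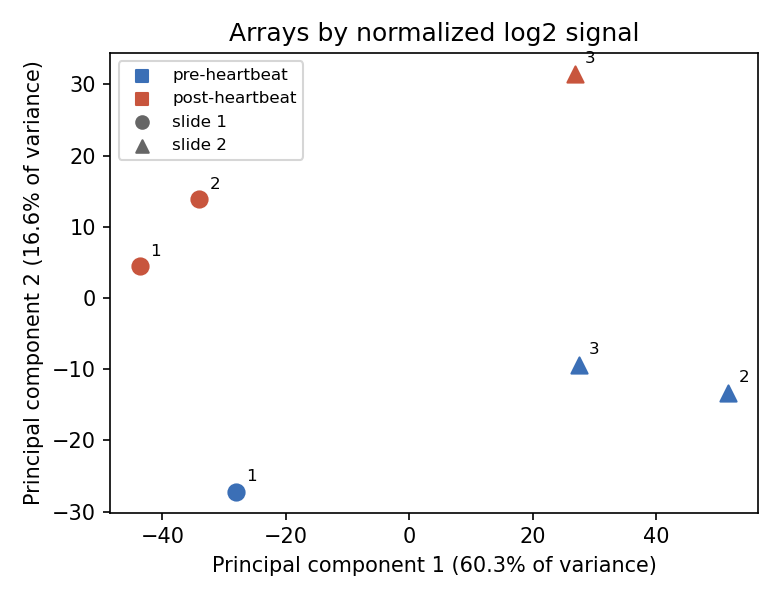
First and second principal component (each axis with its share of the variance) of the normalized signal of the 6 arrays, with color for the group, a circle for slide 1, a triangle for slide 2 and the replicate number beside each point. The slides lie apart along the first component, and the 3 post-heartbeat arrays lie above the 3 pre-heartbeat arrays along the second.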

To estimate whether changes in protein levels of HIF-1α, pVHL, and PHD2 are regulated by mRNA levels, we assessed relative mRNA expression levels of those genes that were obtained by microarray analysis comparing global gene expression between the pre- and post-heartbeat groups. 

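Normalized signals are log2 values relative to the 75th percentile of the array, for the probe of each gene with the highest mean signal, and positions are those in the rn4 genome given with the array. The probe of Hif1a, on chromosome 6 from 96462636 to 96462695, had a signal of -2.58 ± 0.73 (SD, n = 3) in the pre-heartbeat group and -2.44 ± 0.28 (SD, n = 3) in the post-heartbeat group. This log2 fold change of 0.14 (SE 0.36) was smaller than the spread between replicates (limma adjusted p = 0.920, exact permutation p = 0.9). With each array left out in turn, the log2 fold change of Hif1a ranged from -0.18 to 0.53, and it was 0.36 with the slide as a block, the alternative that moved it most among those with all arrays. The probe of Vhl, on chromosome 4 from 149536227 to 149536286, had a signal of 1.396 ± 0.095 (SD, n = 3) before and 1.401 ± 0.109 (SD, n = 3) after heartbeat initiation, a log2 fold change of 0.0051 (SE 0.14, limma adjusted p = 0.993). The change of Vhl was so small that its sign differed between normalizations. PHD2 is encoded by Egln1, whose probe lies on the minus strand of chromosome 19 from 55117747 to 55117806. Its signal was -2.59 ± 0.86 (SD, n = 3) in the pre-heartbeat group and -1.47 ± 0.69 (SD, n = 3) in the post-heartbeat group, a log2 fold change of 1.12 (SE 0.49, limma adjusted p = 0.751). The groups overlapped for Egln1 (two-sided exact permutation p = 0.2), so this increase was not separated from the spread between replicates. On slide 1, the signal of Egln1 was -1.76 on the pre-heartbeat array and -0.83 and -1.39 on the post-heartbeat arrays. On slide 2, it was -3.47 and -2.54 on the pre-heartbeat arrays and -2.19 on the post-heartbeat array, so the post-heartbeat signal was higher within both slides. The log2 fold change of Egln1 with the slide as a block was 0.73 (SE 0.27, limma adjusted p = 0.383), and the adjusted p ranged from 0.204 to 1.00 over all alternatives. As a ratio of linear means, the post-heartbeat signal was 1.02 times the pre-heartbeat signal for Hif1a, 1.00 times for Vhl and 2.09 times for Egln1.

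**Figure D2:**
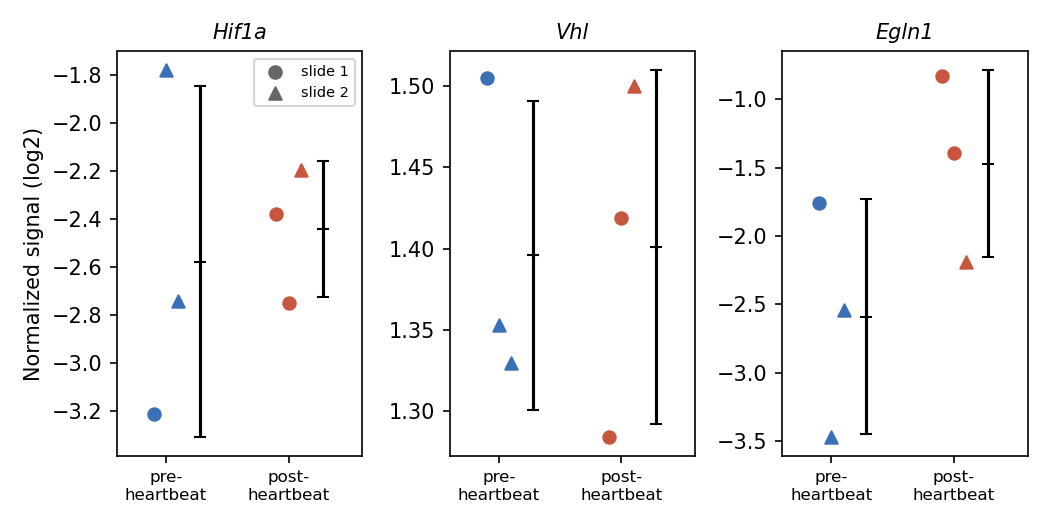
Normalized signal (log2, relative to the 75th percentile of the array) of Hif1a, Vhl and Egln1 on each of the 3 pre-heartbeat and 3 post-heartbeat arrays, with the mean and SD of each group and marker shape for the slide. For Egln1 the mean is -2.59 before and -1.47 after heartbeat initiation, with overlapping groups.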

The changes in mRNA expression of HIF-1α and VHL in the post-heartbeat group compared with the pre-heartbeat group were both 1.0 fold, whereas the mRNA expression of PHD2 was considerably increased by 2.1 fold (Fig. 4F), suggesting that changes in protein expression levels of HIF-1α and pVHL are not regulated by mRNA level, whereas PHD2 is regulated by its transcription level in the heart primordium after heartbeat initiation.

### Pathway enrichment analysis for evaluating biological and physiological pathways that are up-regulated in the heart primordium after heartbeat initiation

Next, we performed unbiased pathway enrichment analysis using data for global gene expression detected by a microarray to assess whether the glycolytic pathway that is regulated by HIF-1α is enriched among altered genes associated with pathways in energy metabolism in the heart primordium after heartbeat initiation.

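Among the 19297 tested probes, 23 were higher and 4 were lower in the post-heartbeat group at a limma adjusted p under 0.05. Without adjustment, 1352 probes had a limma p under 0.05, where 965 are expected by chance. In the Tukey HSD test of the methods, 1319 probes had an unadjusted p under 0.05 and 0 passed after Benjamini-Hochberg adjustment, where the smallest adjusted p of the methods' test was 0.101. The selection described in the methods, a change of 1.5 fold or more with an unadjusted p under 0.05 in that test, gave 365 probes higher and 222 probes lower in the post-heartbeat group. The groups did not overlap for any of the 365 probes, and all 23 probes past the limma threshold were among them. Of all tested probes, 2223 had groups that did not overlap, or 11.5%, where chance gives 10%. The slide as a block moved the limma counts most. With the slide as a block in limma, 223 probes were higher and 89 were lower at an adjusted p under 0.05, and these included all 27 probes past the threshold without the block. Of the 365 probes selected as higher, 72 were no longer selected with this block. When any single array was left out, at most 1 probe was higher and at most 1 was lower at a limma adjusted p under 0.05. The methods' selection then held 244 to 397 probes as higher and 123 (without post-heartbeat replicate 2) to 352 (without post-heartbeat replicate 3) as lower. The genes with the largest rises past the limma threshold were chosen by a rule fixed before the data were examined, as were the tests, the gene lists and the alternatives, except where stated. The largest was Myl2, a ventricular myosin light chain, whose probe lies on chromosome 12 from 35663794 to 35663853. Its signal rose from -3.32 ± 0.27 (SD, n = 3) to 0.14 ± 0.13 (SD, n = 3), a log2 fold change of 3.46 (SE 0.18, limma adjusted p = 0.00452, 3.40 and adjusted p = 7.01e-04 with the slide as a block). The next were Pln (phospholamban, 5.24 fold, limma adjusted p = 0.0179), Atp2a1 (3.94 fold, 0.0199), Trim54 (3.74 fold, 0.0179) and Nppa (3.58 fold, 0.0199). Fewer than 5 genes fell past the limma threshold, so the largest falls were taken from the methods' selection. 3 of these genes were well above background on all 3 pre-heartbeat arrays and on 0 post-heartbeat arrays, so their falls in the processed signal are lower bounds, set by the dimmest probe well above background on each array. Myh15 was at least 7.74-fold lower (limma adjusted p = 0.0788), Rsad2 at least 3.73-fold lower (0.0688) and Mab21l1 at least 3.70-fold lower (0.0199). These 3 genes lie close to background, and the sizes of their falls depend on its correction. With normexp background correction, the log2 fold change was -0.99 for Myh15 (adjusted p = 0.113, range over all alternatives 0.0154 to 0.412), -0.68 for Rsad2 (0.149, range 0.00920 to 0.407) and -0.50 for Mab21l1 (0.769, range 0.00102 to 0.769). Lmx1a and Ddr2 were well above background on 1 of 3 post-heartbeat arrays, with log2 fold changes of -3.66 (limma adjusted p = 0.111) and -2.43 (0.195). The sizes of these falls also depended on the processing. Over all alternatives the log2 fold change ranged from -4.27 to -1.67 for Lmx1a and from -3.04 to -0.95 for Ddr2. For all 10 genes, every post-heartbeat array was on the same side of every pre-heartbeat array, and all 10 passed a limma adjusted p under 0.05 with the slide as a block, where the largest was 0.0195 for Myh15.

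**Figure D3:**
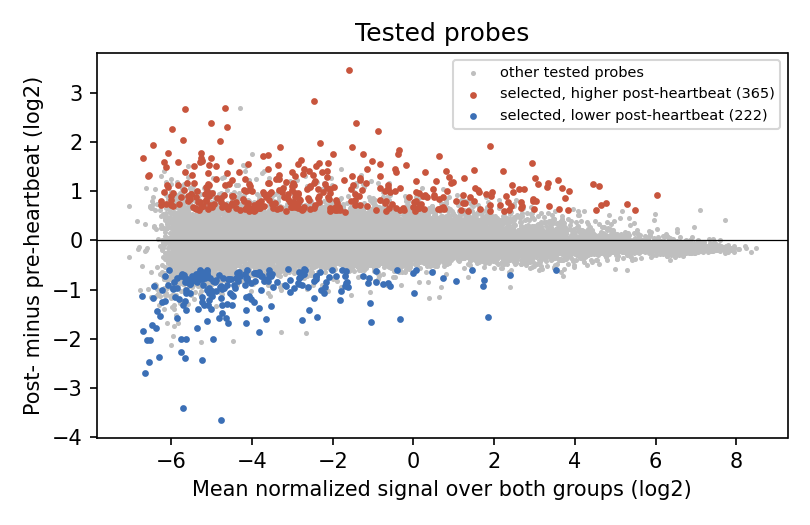
Post-heartbeat minus pre-heartbeat difference (log2) against mean normalized signal (log2, relative to the 75th percentile of the array) of the 19297 tested probes. Color marks the 365 probes selected as higher and the 222 selected as lower by the methods' selection.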

The enrichment scores in the top 10 enriched pathways among pathways listed in Wikipathways (http://www.wikipathways.org) for up-regulated genes by 1.5 fold or more in the post-heartbeat group are shown in Fig. 5. 

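The WikiPathways sets of the paper were not used here. In their place, lists of genes were written from general knowledge of each pathway, except that the glycolytic list holds the enzymes of Fig. 5B. The brightest tested probe stood for each gene. Of 40 genes of the contractile apparatus of striated muscle, 37 were tested, and 30 of these 37 were higher in the post-heartbeat group, with a median log2 fold change of 0.74 (0.84 with the slide as a block). The mean signal of the list was between 1.28 and 1.62 on the pre-heartbeat arrays and between 2.14 and 2.22 on the post-heartbeat arrays. The methods' selection held 21 of them as higher, where 0.903 are expected (adjusted p = 1.30e-23, one-sided Fisher's exact test against 11555 genes, 282 of them selected). Their log2 fold changes ranged from 0.63 for Tnnc1 to 3.46 for Myl2, and the groups did not overlap for any of the 21. At a limma adjusted p under 0.05 over all genes, Myl2 and Tnni3 (log2 fold change 1.39, SE 0.16, adjusted p = 0.0423) passed, and with p adjusted over the list alone 22 genes were higher and 2 were lower. Over all genes, 19 genes of the list were higher and 0 were lower at an adjusted p under 0.05 when the slide was a block. The methods' selection held 1 gene of the list as lower, Actn3, with a log2 fold change of -0.90 (SE 0.24, limma adjusted p = 0.306). The list was also tested as a set against all other genes with camera at a preset inter-gene correlation of 0.01 (adjusted p = 3.52e-16). The adjusted p was 0.0186 with fry and 0.116 with camera at an inter-gene correlation estimated from the arrays, the alternative that moved it most, within a range of 4.66e-23 to 0.116 over all alternatives. A list of 40 genes of calcium handling in cardiac cells, of which 33 were tested, had a median log2 fold change of 0.32, with 25 genes higher (camera adjusted p = 1.16e-07). For this list, the methods' selection held 10 genes as higher, among them Pln and Cacna1c (log2 fold change 0.88, limma adjusted p = 0.116), and Gja1 as lower (-0.81, adjusted p = 0.0999). Of these 33 genes, 10 were higher and 1 was lower with p adjusted over the list alone, and 2 were higher over all genes. Over all genes with the slide as a block, 9 were higher, Cacna1c among them (adjusted p = 0.0440), and 1 was lower, Gja1 (0.0284).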

The best-matched pathway was the pathway of striated muscle contraction, being consistent with the grouping with pre-heartbeat and post-heartbeat initiation (Fig. 5A and Table 1). Notably, the pathway of glycolysis/gluconeogenesis ranked next to the best-matched pathway, whereas both of the pathways associated with the TCA cycle and mitochondrial OXPHOS were not found in the top ten enriched pathways (Fig. 5A). 

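The 21 enzymes of Fig. 5B were all tested, and 14 of them were higher in the post-heartbeat group, with a median log2 fold change of 0.20 (0.19 and 16 higher with the slide as a block). The mean signal of the 21 enzymes was between 1.61 and 1.73 on the 3 pre-heartbeat arrays and between 1.88 and 1.97 on the 3 post-heartbeat arrays. As a set, they rose against all other genes (camera adjusted p = 2.80e-04), and 6 of them were among the genes selected as higher, where 0.513 are expected (one-sided Fisher's exact test, adjusted p = 4.39e-05). A list of 22 enzymes of the TCA cycle, all tested, had a median log2 fold change of 0.067, with 16 of 22 higher, 0 selected and 0 at an unadjusted limma p under 0.05 (camera adjusted p = 0.194, unadjusted 0.166). Of 78 nuclear genes of OXPHOS, 76 were tested, and their median log2 fold change was 0.027, with 42 of 76 higher (camera adjusted p = 0.399). With the slide as a block, 18 of 22 enzymes of the TCA cycle were higher (median 0.075, camera adjusted p = 0.0809). In the same fit, 56 of 76 genes of OXPHOS were higher (median 0.040, camera adjusted p = 0.135). The methods' selection held 1 gene of OXPHOS as higher, Cox6a2, a subunit of striated muscle, with a log2 fold change of 1.54 (SE 0.25, limma adjusted p = 0.0999, 0.0190 with the slide as a block). The over-representation of the selected genes had an adjusted p of 1 in both lists (one-sided Fisher's exact test). A list of 11 enzymes of the pentose phosphate pathway, 10 of them tested, had a median log2 fold change of -0.063, with 4 of 10 higher (camera adjusted p = 0.484). The rise of the glycolytic enzymes passed an adjusted p under 0.05 with fry (0.0262) and not with an estimated correlation (0.163), and the adjusted p ranged from 1.36e-07 to 0.163 over all alternatives. With fry and the slide as a block, a combination chosen after the results were seen, it did not pass either (0.0592). The median of the glycolytic list was 0.10 without pre-heartbeat replicate 1 (camera adjusted p = 0.0201) and 0.089 without post-heartbeat replicate 3 (0.00259). With a fold threshold of 2 in the selection, the over-representation of the glycolytic enzymes did not pass (Fisher's exact test, adjusted p = 0.712, range 8.78e-06 to 1 over all alternatives). Leaving out one array changed the call of the TCA cycle and of OXPHOS. Without pre-heartbeat replicate 2, the median rose to 0.15 for the TCA cycle (camera adjusted p = 0.00201, range over all alternatives 0.00201 to 0.752). For OXPHOS it rose to 0.094 (adjusted p = 0.00174, range 0.00174 to 0.867), and without pre-heartbeat replicate 1 it was -0.080. Quantile normalization raised the median of OXPHOS to 0.069 (adjusted p = 0.0103). The difference between the glycolytic list and the other lists was not tested. A larger share of cardiac muscle cells in the dissected tissue was not tested for the lists of striated muscle, calcium handling or glycolysis. It stays open beside higher expression per cell.

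**Figure D4:**
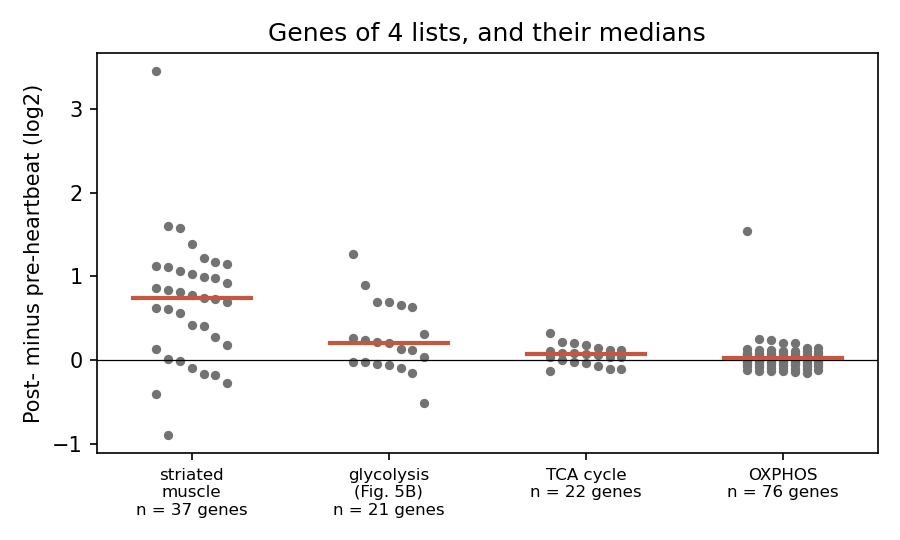
Log2 fold change (post-heartbeat minus pre-heartbeat) of each tested gene of the lists for striated muscle, glycolysis, the TCA cycle and OXPHOS, with a line at each median. The medians are 0.74, 0.20, 0.067 and 0.027.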

Since the beating heart is likely to catabolize glucose for ATP production, glycolysis but not gluconeogenesis is considered to be the most predominant pathway among metabolic pathways for up-regulated genes in the heart primordium after heartbeat initiation. The pathway of hexoses metabolism in proximal tubules, which ranked 3rd, includes some duplicated genes in the pathway of glycolysis/gluconeogenesis, suggesting that upregulation of genes of glycolysis is predominant after heartbeat initiation (Fig. 5A). Indeed, gene expression of major enzymes in glycolysis showed a considerable increase in the post-heartbeat group compared with that in the pre-heartbeat group (Fig. 5B). 

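Eno3, an enolase of striated muscle whose probe lies on chromosome 10 from 57542200 to 57542259, had the largest rise among the 21 enzymes. Its signal was 0.62 ± 0.040 (SD, n = 3) in the pre-heartbeat group and 1.89 ± 0.10 (SD, n = 3) in the post-heartbeat group, a log2 fold change of 1.27 (SE 0.13, limma adjusted p = 0.0364). The other enzymes in the methods' selection were Pgam2 with a log2 fold change of 0.90, Ldhb with 0.70, Eno2 with 0.69, Hk1 with 0.66 and Pfkp with 0.63. In these 6 enzymes, every post-heartbeat array was higher than every pre-heartbeat array, as in all 365 probes of that selection. Eno3 alone passed a limma adjusted p under 0.05 over all genes, and the adjusted p of the other five ranged from 0.192 to 0.347, and from 0.0558 to 0.0887 with the slide as a block. All 6 passed with p adjusted over the list alone. Their log2 fold changes with the slide as a block were between 0.65 for Eno2 and 1.29 for Eno3. Of the remaining 15 enzymes, 8 were higher, by at most 0.31 for Pfkl, and 7 were lower, none in the methods' selection. Those that were lower include Eno1 (-0.15), Ldha (-0.10), Pgam1 (-0.055), Pgk1 (-0.045), Pkm (-0.029) and Gapdh (-0.024). Each of these changes was smaller than its SE, and quantile normalization reversed the sign for Ldha, Pgam1, Pgk1, Pkm and Gapdh. The slide as a block reversed it for Pgam1 and Pgk1. From the rank of glycolysis among the pathways and the genes it shares with hexoses metabolism, the paper proposes that upregulation of glycolytic genes is predominant after heartbeat initiation, and it presents the enzymes of Fig. 5B for this.

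**Figure D5:**
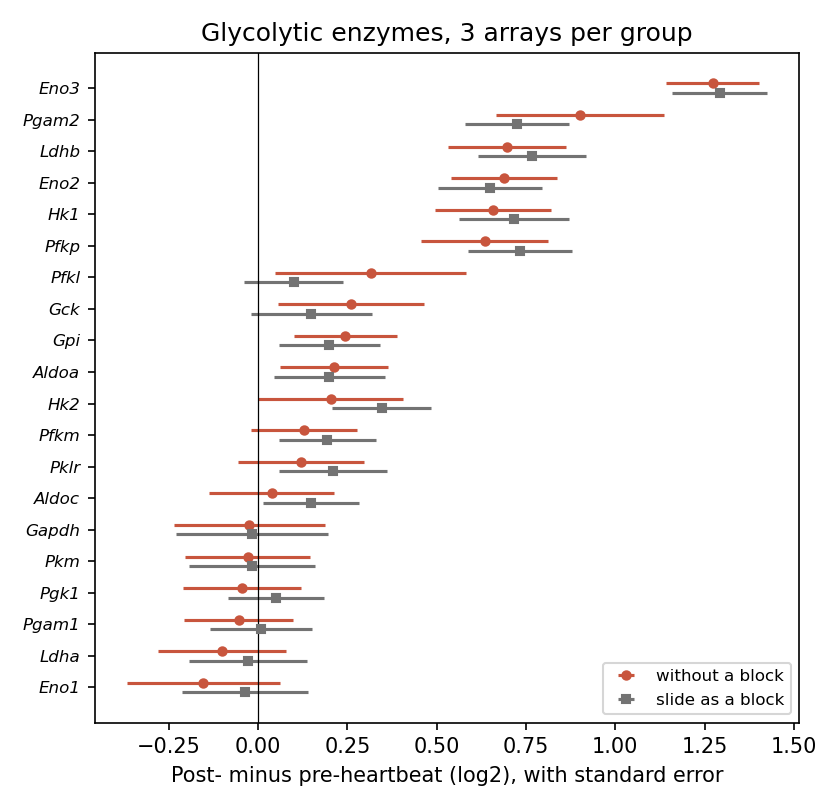
Log2 fold change (post-heartbeat minus pre-heartbeat) with its SE for 20 of the 21 enzymes of Fig. 5B, without a block and with the slide as a block. Values shown run from -0.15 for Eno1 to 1.27 for Eno3 without a block, and signs near 0 depend on the block and the normalization.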

Taken together with the data obtained from metabolome analysis and the extracellular flux analyzer, predominantly up-regulated genes in glycolysis through HIF-1α are likely to underlie the increased glycolytic capacity leading to ATP production in the heart primordium after heartbeat initiation.

**Figure 5:**
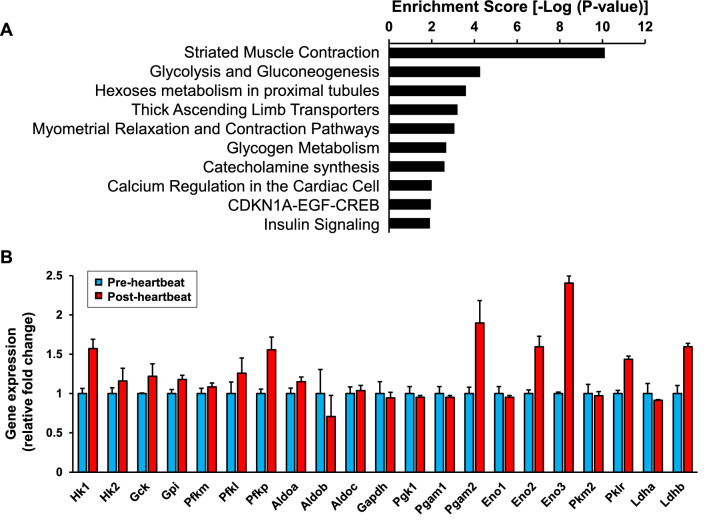
Pathway enrichment analysis for biological and physiological pathways that are up-regulated in the heart primordium after heartbeat initiation. (**A**) Top 10 pathways assessed by pathway enrichment analysis for biological and physiological pathways that were up-regulated by 1.5 fold or more in the post-heartbeat group compared with those in the pre-heartbeat group. (**B**) Individual values of relative gene expression of enzymes in glycolysis that are included in the pathway of “Glycolysis and Gluconeogenesis” in the pre- and post-heartbeat groups. Hk1 = Hexokinase-1, Hk2 = Hexokinase-2, Gck = Glucokinase, Gpi = Glucose-6-phosphate isomerase, Pfkm = 6-phosphofructokinase muscle type, Pfkl = 6-phosphofructokinase liver type, Pfkp = 6-phosphofructokinase platelet type, Aldoa = Aldolase A, Aldob = Aldolase B, Aldoc = Aldolase C, Gapdh = Glyceraldehyde-3-phosphate dehydrogenase, Pgk1 = Phosphoglycerate kinase 1, Pgam1 = Phosphoglycerate mutase 1, Pgam2 = Phosphoglycerate Mutase 2, Eno1 = Enolase 1, Eno2 = Enolase 2, Eno3 = Enolase 3, Pkm2 = Pyruvate kinase M2, Pklr = Pyruvate kinase L/R, Ldha = Lactate dehydrogenase A, Ldhb = Lactate Dehydrogenase B.

**Table 1:** Top 10 pathways that were up-regulated by 1.5 fold or more in the post-heartbeat group compared with those in the pre-heartbeat group.

Pathway	Matched entities	Total entities	%	p-value
Rn_Striated_Muscle_Contraction_WP316_87694	17	36	47.2	7.87E−11
Rn_Glycolysis_and_Gluconeogenesis_WP337_90443	6	42	14.3	5.41E−05
Rn_Hexoses_metabolism_in_proximal_tubules_WP3916_91332	6	55	10.9	2.51E−04
Rn_Thick_Ascending_Limb_Transporters_WP3882_91330	3	11	27.3	6.22E−04
Rn_Myometrial_Relaxation_and_Contraction_Pathways_WP140_87895	9	155	5.8	8.69E−04
Rn_Glycogen_Metabolism_WP160_89812	4	34	11.8	0.002100084
Rn_Catecholamine_synthesis_WP513_70129	2	5	40.0	0.002506614
Rn_Calcium_Regulation_in_the_Cardiac_Cell_WP326_72154	7	149	4.7	0.009949702
Rn_CDKN1A-EGF-CREB_WP2039_89165	5	94	5.3	0.011020469
Rn_Insulin_Signaling_WP439_69418	7	157	4.5	0.012211916

### Increased protein expression of HIF-1α downstream targets without changes in mitochondrial respiratory complexes in the heart primordium after heartbeat initiation

We also assessed the expression of key enzymes regulated by the HIF-1 pathway in glycolysis, pentose phosphate pathway, and TCA cycles. Protein expression levels of transporter type 1 (GLUT1), hexokinase-2 (HK2), and 6-phosphofructokinase muscle type (PFKM), which have been reported to control glycolytic flux^29^, were significantly higher by 1.5 fold, 1.6 fold, and 1.7 fold, respectively, in the post-heartbeat group than in pre-heartbeat group, while expression levels of GAPDH were comparable in the two groups (Fig. 6A,B). The level of glucose-6-phosphate dehydrogenase (G6PD), which plays a role as a rate-limiting step in the pentose phosphate pathway, was also significantly higher in the post-heartbeat group than in the pre-heartbeat group (Fig. 6A, B). Since HIF-1α is known to inhibit the TCA cycle via phosphorylation of PDH E1α subunit induced by activation of PDK1^21^, we assessed the levels of expression of PDK1 and phosphorylation of PDH E1α subunit (Fig. 6C,D). As expected, the expression level of PDK1 was significantly higher in the post-heartbeat group than in the pre-heartbeat group; however, phosphorylation levels of PDH E1α subunit were comparable in the two groups (Fig. 6C,D). We also assessed expression levels of pyruvate dehydrogenase phosphatase catalytic subunit 1 (PDP1) since PDP1 phosphatases PDH E1α to activate TCA cycles and its activity is known to be regulated by cellular calcium concentration^30^. The level of PDP1 was significantly increased in the post-heartbeat group compared with that in the pre-heartbeat group (Fig. 6C,D). These findings suggest that the activity of PDH E1α was not suppressed in the post-heartbeat group despite an increased PDK1 level, presumably due to simultaneously increased PDP1 expression, and thereby the activity of the TCA cycle was not changed.

**Figure 6:**
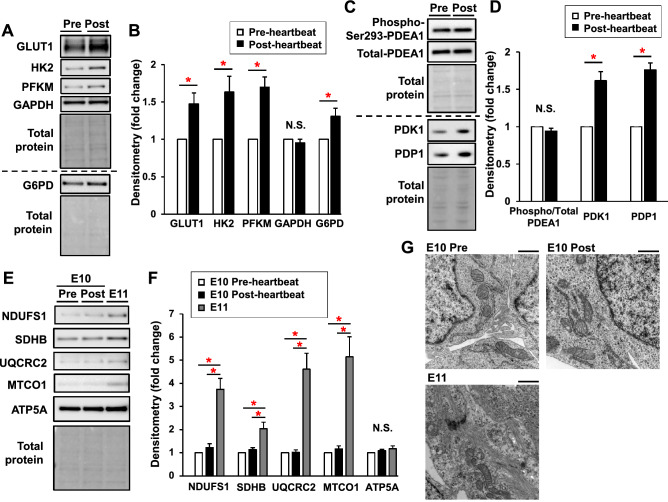
Increased protein expression of HIF-1α downstream targets without changes in mitochondrial respiratory complexes in the heart primordium after heartbeat initiation. (**A**,**B**) Representative images of Western blots (**A**) and densitometry (**C**) of GLUT1, HK2, PFKM, GAPDH, and G6PD in the pre- and post-heartbeat groups (N = 6). (**C**,**D**) Representative images of Western blots (**C**) and densitometry (**D**) of Ser 297 phospho-PDH E1α (PDEA1), total PDEA1, PDK1, and PDP1 in the pre- and the post-heartbeat groups (N = 6). (**E**,**F**) Representative images of Western blots (**E**) and densitometry (**F**) of NDUFS1, SDHB, UQCRC2, MTCO2, and ATP5A in the pre-heartbeat group, the post-heartbeat group, and the heart primordium at E11 (N = 6). (**G**) Representative transmission electron microscopy images of the heart primordium in the pre-heartbeat group, the post-heartbeat group, and the heart primordium at E11. Black scale bar indicates 1.0 μm. *p < 0.05 with Welch's t-test for comparison of two groups and ANOVA with Tukey–Kramer’s post hoc test for comparison of three groups. N.S.: not significant. Full-length blots/gels are presented in Supplementary Figures S2-S4.

Finally, we evaluated expression levels of subunits of the mitochondrial OXPHOS complexes. There were no significant differences in expression levels of in subunits of complexes I–V between the pre- and post-heartbeat groups (Fig. 6E,F). Mitochondrial morphology in the heart primordium assessed by transmission electron microscopy was also similar in the pre- and post-heartbeat groups (Fig. 6G). These results are consistent with the results of metabolome analysis and results for mitochondrial function (Figs. 2 and 3). Since it has been demonstrated that activated mitochondrial respiration is important for maturation in undifferentiated cells^10–12^, we also investigated expression in subunits of mitochondrial OXPHOS and morphological features in the heart primordium after appearance of the linear heart tube. The heart primordium at E11 showed a dramatic increase in subunits of mitochondrial OXPHOS except for complex V (Fig. 6E,F) and tubulated mitochondria with distinct sarcomeres were observed in the heart primordium at E11 (Fig. 6G). These results suggest that mitochondrial maturation in the heart primordium is proceeded with development but is not involved in the initiation of heartbeat.

## Discussion

The initiation of heartbeat is essential for cardiogenesis as well as whole embryonic development. It has been widely recognized that glycolysis is a major source of energy in the early embryo^10–12^; however, it remained unclear how intracellular metabolism responds to cover increased energy demand in order to drive excitation–contraction coupling as well as cellular differentiation and proliferation in the heart primordium after heartbeat initiation in a low oxygen environment. Here, we showed that HIF-1α-mediated enhancement in glucose metabolism with upregulation of a glucose transporter and rate-limiting enzymes in glycolysis leads to ATP production in response to increased energy demand in the heart primordium after heartbeat initiation. Mitochondrial OXPHOS was not activated or upregulated at the timing of heartbeat initiation in the heart primordium, suggesting that mitochondrial maturation is not a main contributor to heartbeat initiation (Figs. 3C–F and 6E–G). In addition, enhanced glucose metabolism was accompanied by activation of the pentose phosphate pathway, potentially leading to antioxidant defense and nucleotide biosynthesis^25,31^ (Figs. 2B and 6A,B). Thus, our results showed how metabolic adaptation that is required for initiating heartbeat occurs in the heart primordium.

We proposed that activation of both glycolysis and the pentose phosphate pathway is responsible for the increased glucose carbon flow after heartbeat initiation because protein expression levels of HK2 and PFKM, which are rate-determining steps of glycolysis, were increased, and the protein level of G6PD, which is the rate-limiting step of the pentose phosphate pathway, was simultaneously increased after heartbeat initiation (Fig. 6A,B). The results of metabolome analysis showing that intermediate metabolites in glycolysis were decreased and GSH, a by-product of the pentose phosphate pathway, was increased after heartbeat initiation support our proposal (Fig. 2B). Activation of the pentose phosphate pathway after heartbeat initiation is considered to be reasonable since the pathway is associated with antioxidant defense and nucleotide biosynthesis, both of which are important for differentiation, proliferation, energy metabolism, and signal transduction in the beating and developing cells. Consistently, our metabolome analysis also suggests that total adenylate and total guanylate were considerably increased in the post-heartbeat group compared with that in the pre-heartbeat group, possibly reflecting increased biosynthesis of purine nucleotides with heartbeat (Fig. 2D–G). Although the significance of the pentose phosphate pathway in the embryonic heart primordium in the period around the initial heartbeat has not been investigated, a recent study by Miyazawa et al*.* showed that in the whole embryo at E8.5 to E10.5 in mice, corresponding to around E10.0 to E12.0 in rats^7^, presumably when the heart primordium already begins beating, the glucose carbon flow in glycolysis is changed into the pentose phosphate pathway with embryonic development via suppression of PFK and aldolase^32^. Activation of the pentose phosphate pathway after heartbeat initiation observed in the present study was similar to that study, but expression of PFKM was not decreased but rather increased (Fig. 6A,B). One plausible explanation for this difference is that the increase in energy demand associated with heartbeat may have required activation of the glycolytic pathway for ATP production in parallel with the pentose phosphate pathway. Nevertheless, activation of the pentose phosphate pathway in parallel with increased glycolysis is an important characteristic in the metabolic response at the timing of initial heartbeat. Furthermore, increased G6PD expression level in the beating heart primordium may contribute to not only the metabolic switch but also excitation–contraction coupling, in which G6PD was reported to increase Ca^2+^ current via interaction with the L-type calcium channel^33^.

Our findings suggest that the activated HIF-1α pathway is an upstream regulator in these metabolic changes after heartbeat initiation. It has been recognized that the HIF-1α pathway is not only a system in preparing for pathological hypoxia but also an important system for regulating physiological pathways in response to hypoxia by activating transcriptional upregulation of many genes associated with vasculogenesis, proliferation, and energy metabolism^16–18^. In fact, our microarray results showed that the gene expression of glycolysis/gluconeogenesis, in which HIF-1α is one of the major regulatory pathways, was preferentially upregulated in the heart primordium after heartbeat initiation compared with that before heartbeat initiation (Fig. 5A,B). In addition to gene expression in glycolysis/gluconeogenesis, HIF-1α has been reported to regulate genes with changes of phenotype in glycogen metabolism^34^, catecholamine synthesis^35^, and insulin signaling^36^. Our data showed that these pathways were exactly highlighted as enriched pathways for the beating heart primordium, supporting the idea that HIF-1α activation is an important upstream regulator for the multiple pathways for normal development in the heart primordium in the period of the initial heartbeat (Fig. 5A). Furthermore, considering the results of a study by Compernolle et al. showing that HIF-1α knockout embryos at E8.5 in mice, corresponding to around E10.0 in rats^7^, were not able to survive in a culture medium containing sufficient glucose even in a condition of normoxia^21^, it is likely that HIF-1α plays essential roles in not only glucose utilization but also cellular survival in the heart primordium after heartbeat initiation. 

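For glycogen metabolism, 22 of 26 listed genes were tested, and 16 of 22 were higher in the post-heartbeat group, with a median log2 fold change of 0.076 (camera adjusted p = 0.0114). The methods' selection held 4 of these genes as higher, where 0.537 are expected (one-sided Fisher's exact test, adjusted p = 0.00658). They were Ppp1r3c with a log2 fold change of 0.80, Gyg1 with 0.79, Pygm with 0.72 and Ppp1r3d with 0.61, and the groups did not overlap in any of them. At a limma adjusted p under 0.05, 3 genes passed with p adjusted over the list alone and 0 over all genes, and 6 had an unadjusted p under 0.05. Ppp1r3c passed over all genes with the slide as a block (adjusted p = 0.0268). For Gys1, a glycogen synthase, the brightest probe was not in the methods' selection. A dimmer probe of Gys1 had a log2 fold change of 0.998 (SE 0.146, limma adjusted p = 0.0788, 0.0232 with the slide as a block). The call of the glycogen list did not hold with fry (adjusted p = 0.121) or an estimated correlation (0.233), nor without pre-heartbeat replicate 1 (0.0785) or post-heartbeat replicate 3 (0.0991), within a range of 7.25e-04 to 0.233 over all alternatives, and the median was 0.12 without pre-heartbeat replicate 2. For catecholamine synthesis, 4 of 5 listed genes were tested and all 4 were higher, with a median log2 fold change of 0.64 (camera adjusted p = 0.00102, fry 0.0105, estimated correlation 0.116, range over all alternatives 1.44e-05 to 0.116). In this list, 2 genes were selected, where 0.0976 are expected (one-sided Fisher's exact test, adjusted p = 0.0108), and 2 passed in limma with p adjusted over the list alone, 0 over all genes and 2 without adjustment. Dbh had a log2 fold change of 1.46 (SE 0.18, limma adjusted p = 0.0502) and Pnmt of 1.04 (SE 0.16, limma adjusted p = 0.0904), with the groups apart for both, and both passed over all genes with the slide as a block (0.00606 and 0.0195). For insulin signaling, 46 of 51 listed genes were tested, and 32 of 46 were higher, with a median log2 fold change of 0.13 (camera adjusted p = 0.0183). The methods' selection held 2 of them as higher, Grb14 and Slc2a4, where 1.12 are expected (one-sided Fisher's exact test, adjusted p = 0.682). Grb14 had a log2 fold change of 1.45 (SE 0.16, limma adjusted p = 0.0423) and Slc2a4 of 0.70 (SE 0.14, limma adjusted p = 0.163), and both passed with p adjusted over the list alone. Their adjusted p over all genes was 0.0102 and 0.0649 with the slide as a block. The insulin list did not hold its call with the mean of a gene's probes (0.0547), fry (0.0862) or an estimated correlation (0.154), nor without pre-heartbeat replicate 2 (0.177) or post-heartbeat replicate 3 (0.116), within a range of 0.00415 to 0.309 over all alternatives. Its median was 0.031 without pre-heartbeat replicate 2 and 0.059 without post-heartbeat replicate 1. With the slide as a block together with fry, a combination chosen after the results were seen, the adjusted p was 0.309 for insulin signaling and 0.115 for glycogen metabolism. The over-representation of glycogen metabolism did not pass with a fold threshold of 2 or when any array other than pre-heartbeat replicate 2 was left out. The medians with the slide as a block were 0.11 for glycogen metabolism, 0.61 for catecholamine synthesis and 0.072 for insulin signaling. Gsk3a and Gsk3b are in the lists for glycogen and insulin.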

For the mechanisms of HIF-1α activation with increased protein expression after heartbeat initiation (Fig. 4A–C), we hypothesize two regulation pathways: hypoxia-dependent regulation and hypoxia-independent regulation. As with the canonical HIF-1 pathway, hypoxia may have decreased the activity of PHD1-3, which hydroxylates proline residues on HIF-1α, and thereby reduced pVHL-mediated ubiquitination and degradation of HIF-1α in the heart primordium after heartbeat initiation, leading to increased expression and nuclear translocation of HIF-1α^15^. Given the fact that cardiac progenitor cells differentiate and proliferate with development, the increased number and density of cells may simply have contributed to the reduction in intracellular oxygen levels in the heart primordium after heartbeat initiation. However, our results showed that there was ATP synthesis-linked mitochondrial oxygen consumption in both the pre- and post-heartbeat groups and that it was increased with heartbeat initiation (Fig. 3A). This finding indicates the possibility that mitochondria in cardiac progenitor cells can respond to energy expenditure, that is, enhance breakdown of ATP to ADP, and can consume oxygen in the heart primordium in the period around initial heartbeat. Since measurement of the exact oxygen level in the heart primordium in a mammalian embryo being inside the uterus has been challenging, changes in oxygen levels in the heart primordium before and after heartbeat initiation were not evaluated in the present study. Nevertheless, a previous study revealed that hypoxic regions assessed by staining with a nitroimidazole-based hypoxia marker became widespread with development in the early embryonic stage and the heart was one of the strongest hypoxic tissues^37^, suggesting that the lower oxygen levels are actually involved in the activation of HIF-1α.

As for hypoxia-independent regulation of HIF-1α, our results showed that expression of pVHL was significantly decreased via posttranscriptional regulation in the heart primordium after heartbeat initiation (Fig. 4B,C,F). Reduction of the level of pVHL, which can negatively regulate HIF-1α independently of cellular oxygen level^38^, may have been associated with activation of HIF-1α after heartbeat initiation. Indeed, our finding that the expression level of PHD2, which can negatively regulate the protein level of HIF-1α, was rather increased in the heart primordium after heartbeat initiation supports the possibility of the presence of hypoxia-independent regulation of HIF-1α (Fig. 4D–F). The mechanism of the reduction of pVHL level after heartbeat initiation remains undetermined, although post-transcriptional regulation through ubiquitin E3 ligase^39,40^ or destabilization via ubiquitin-specific protease^41^ is a possibility. Interestingly, a recent study showed that phospholamban, an important regulator in calcium handling in the sarcoplasmic reticulum in cardiomyocytes, is downregulated by pVHL-mediated degradation in the failing heart^42^. Considering that study, the decreased level of pVHL may contribute to the maintenance of cellular calcium handling via regulation of phospholamban in the beating heart primordium.

There are several limitations in the present study. First, we distinguished the pre- and post-heartbeat groups based only on previous ex vivo studies^2,3,8,9^. Future innovations in in vivo imaging technology may reveal more detailed mechanisms in the alteration of energy metabolism in the heart primordium at more specific onset of heartbeat initiation. Second, the heart primordium was isolated from the body of the embryo without discriminating the first heart field (FHF) and second heart field (SHF). The difference in metabolic changes observed in the present study between the FHF and SHF after heartbeat initiation was not uncovered in the present study. Finally, we acknowledge that animal models of gene-editing or pharmacological intervention to determine causal relationships between the HIF-1 pathway and metabolic changes were not used in this study. However, to the best of our knowledge, there has been no previous report addressing characteristics of metabolic adaptation induced by heartbeat initiation in the heart primordium from the viewpoints of cellular physiology and metabolism. The present study included unbiased multi-omics approaches and functional metabolic measurements in isolated cells from the embryonic heart primordium as well as investigation of molecule expression, revealing the overall phenotype of metabolic changes after heartbeat initiation in the heart primordium. Further studies are needed to determine the master regulatory factor that controls the timing heartbeat initiation.

In summary, our results showed that enhanced glucose metabolism via activation of HIF-1α contributes to covering the increased energy demand in the heart primordium after heartbeat initiation. We also propose that concomitant activation of the pentose phosphate pathway via HIF-1α activation in the heart primordium after heartbeat initiation contributes to not only nucleotide biosynthesis but also increased production of reduced glutathione to prepare for increased oxidative stress. These metabolic adaptations may enable the maintenance of excitation–contraction coupling after heartbeat initiation in the heart primordium in a low oxygen environment. Our findings provide a novel association between the initiation of heartbeat and metabolic changes accompanied by activation of the HIF-1α pathway and may contribute to the future development of the research field in regenerative medicine in the heart.

## Materials and methods

### Ethics

The present study was approved by the Committee for Animal Research, Sapporo Medical University (19-010), and was performed in accordance with guidelines from the National Research Council of the National Academies, USA. In addition, the study was carried out in compliance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines.

### Animal preparation

Wistar rats were bred in a dark–light reversal room (lights off at 4:00 am–4:00 pm). Mating was performed by placing one female rat and two male rats in the same cage at 9:00 am until the end of one dark period. Embryonic day 0.00 (E 0.00) was defined as the mid-point of the previous dark period (10:00 am) when a vaginal plug was confirmed in the next light cycle. Since we previously reported that the embryonic heart primordia of Wistar rats begin to contract at E9.99–E10.13^6^, pregnant rats were sacrificed from 9:30 am (at E9.98) to 1:00 pm (at E10.13) to obtain embryos before and after heartbeat initiation. Pregnant rats were sacrificed by carbon dioxide euthanasia. After euthanasia of the mother had been confirmed by respiratory arrest and discoloration of the pupil, the abdomen of the mother was immediately opened, and the embryos with the uterus were quickly removed from the body and were placed in a small incubator (MI-IBC, Olympus, Tokyo, Japan) containing Tyrode solution (143 mM NaCl, 5.4 mM KCl, 0.5 mM MgCl_2_, 1.8 mM CaCl_2_, 0.33 mM NaH_2_PO_4_, 5.5 mM glucose, and 5.0 mM HEPES, pH adjusted to 7.4 with NaOH) on ice or at room temperature, depending on the following experiments. The embryos were isolated from the uterus and heart primordia were quickly and carefully excised from the bodies of embryos under a microscope in the incubator, and the isolated heart primordia were consecutively used or were immediately frozen in liquid nitrogen and stored at −80 °C until the day of experiments, depending on the kinds of experiments.

### Metabolome analysis

Six pooled embryonic heart primordia were homogenized with ice-cold phosphate-buffered saline with 0.1% Triton-X and proteinase inhibitor cocktail (Promega, Madison, WI) and the lysate was centrifuged at 3,000 g for 10 min at 4 °C to obtain the supernatant. The protein concentration in the lysate was measured by the BCA assay (Takara-bio, Japan) and was adjusted to 0.5 μg/μl. Metabolome analysis in the tissue lysate was performed by capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) and capillary electrophoresis tandem mass spectrometry (CE-MS/MS) in the faculty of Human Metabolome Technologies Inc. as previously described^43,44^. In brief, the lysate containing heart primordium extract was supplemented with 50% acetonitrile/Milli-Q water containing internal standards. Following centrifugation of the lysate at 2,300 g for 5 min, the upper aqueous layer was centrifugally filtered via a Millipore 5-kDa cutoff filter. The filtrate was then centrifugally concentrated and re-suspended in Milli-Q water. Samples were diluted 1:2 (v/v) by Milli-Q water for measurement of cationic compounds and were diluted for 1:5 (v/v) by Milli-Q water for the measurement of anionic compounds. Cationic compounds were measured in the positive mode of CE-TOFMS and anionic compounds were measured in the positive and negative modes of CE-MS/MS. Peaks were automatically detected and were analyzed using the following software: MasterHands (Keio University, Tsuruoka, Japan) and MassHunter Quantitative Analysis B.06.00 (Agilent Technologies, Santa Clara, CA, USA), respectively. Concentrations of metabolites were calculated by normalizing the peak area of each metabolite with respect to the area of the internal standard. Principal component analysis was performed by in-house statistical software developed by Human Metabolome Technologies Inc. As a preprocessing of the data in these analyses, eps (≈0) were substituted for metabolites that were below the detection sensitivity in some samples and standardization (µ = 0, σ = 1) was carried out.

### Glycogen content

Glycogen content in the heart primordium was measured using Glycogen Colorimetric Assay Kit II (BioVision, Japan) since glycogen content was not assessed in the metabolome analysis.

### Measurement of mitochondrial and glycolytic functions

Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured by using Seahorse XFe96 Bioanalyzer (Agilent Technologies) as previously described with slight modifications^45^. The embryonic heart primordia were incubated with Ca^2+^-free Tyrode solution containing 25 mg/ml collagenase (Wako Chemicals, Osaka, Japan) for 30 min at 37 °C to obtain freshly isolated single cells as previously demonstrated^46^. After collecting cells by the centrifugation at 2000 g, 10 × 10^3^ isolated cells in Ca^2+^-free Tyrode solution were placed in each well of a 96-well assay plate. Subsequently, the plate was centrifuged at 2000 g for 10 min. Following centrifugation, the Tyrode solution was replaced with Seahorse XF DMEM assay medium (Agilent Technologies) containing 5.5 mM glucose, 1.0 mM pyruvate and 5.0 mM HEPES (pH adjusted 7.4 with NaOH), and OCR and ECAR were measured in a Seahorse XFe96 Bioanalyzer at baseline and following injections of 5.0 μM oligomycin, 5.0 μM carbonyl cyanide p-trifluoromethoxyphenylhydrazone (FCCP), and 5.0 μM rotenone and antimycin A. Values of OCR and ECAR were normalized to the amount of protein per well.

### Microarray analysis

Microarray analysis for global gene expression was performed using G3 Rat GE 8 × 60 K (Agilent Technologies) by Hokkaido System Science according to the manufacturer's guide. In brief, total RNA was extracted from the embryonic heart primordium using an RNeasy micro Kit (Qiagen). After the quality of RNA had been verified, Cyanie3-labeled cRNA was generated using a Low Input Quick Amp Labeling Kit (Agilent Technologies) and was applied onto a microarray. Following fragmentation and hybridization at 65 °C for 17 h, the microarray was scanned using an Agilent Technologies Microarray Scanner and the intensity of signals in each spot was quantified by Agilent Feature Extraction software. Analysis of the microarray data was performed using GeneSpring software version 13.1.1. Data normalization was performed as a 75th percentile shift, and baseline transformation was performed as a median of all samples. Pathway analysis through Wikipathways (http://www.wikipathways.org) was performed using the Single Enrichment Analysis tool in GeneSpring software. Genes that were upregulated by 1.5 fold or more and p values assessed by the Tukey HSD test of less than 0.05 in the post-heartbeat group compared to those in the pre-heartbeat group were selected for pathway analysis. The datasets are available in the Gene Expression Omnibus (GEO) database (accession number: GSE185702).

### HIF-1α DNA-binding activity

An HIF-1α Transcription Factor Assay Kit (Abcam) was used to evaluate DNA-binding activity of HIF-1α in the nuclear fraction of the heart primordium according to the manufacturer’s instructions. The nuclear fraction was obtained by using a Nuclear Extraction Kit (Abcam).

### Western blots

Embryonic heart primordia were homogenized in ice-cold buffer (CelLytic™ Cell Lysis Reagent, Sigma-Ardrich) containing a protease inhibitor (Promega) and a phosphatase inhibitor cocktail (PhosSTOP, Roche Molecular Biochemicals). To obtain the total homogenate, the lysate was centrifuged at 3000 g for 10 min at 4 °C and the supernatant was collected. Protein concentration was determined using the Qubit Protein Assay Kit (Invitrogen, Carlsbad, CA). Equal amounts of proteins were electrophoresed on 4–12% Bis–Tris polyacrylamide gels (Life Technologies, Carlsbad, CA) and transferred to a nitrocellulose membrane. (Invitrogen). Total proteins on the membrane were visualized by 0.1% (w/v) of Ponceau S in 5% acetic acid. After being blocked with Tris Buffer Saline containing 5% skimmed milk and 0.05% Tween 20, the membrane was incubated overnight with primary antibodies against HIF-1α (CST #14,179, Cell Signaling, Danvers, MA), HIF-1β/ARNT (CST #5537S, Cell Signaling), PHD1 (ab113077, Abcam, Cambridge, MA), pVHL (sc-135657, Santa Cruz, Dallas, TX), PHD2 (CST #3293, Cell Signaling), GLUT1 (ab115730, Abcam), HK2 (sc-374091, Santa Cruz), PFKM (ab154804, Abcam), and GAPDH (sc-25778, Santa Cruz) for the glycolytic pathway, G6PD (ab76598, Abcam) for the pentose phosphate pathway, phospho-PDH E1α subunit Ser 297 (ab177461, Abcam), total PDH E1α subunit (ab110330, Abcam), PDK1 (LS‑B1733, LSBio, Seattle, WA), and PDP1 (sc-398117, Santa Cruz) for the TCA cycle, and Total OXPHOS Rodent WB Antibody Cocktail (ab110413, Abcam) containing targets for NDUFB8, SDHB, UQCRC2, MTCO2, and ATP5A for mitochondrial respiratory chain subunits. Since the bands for NDUF8 were faint, an antibody with NDUFS1 (sc-271387, Santa Cruz) was used for evaluating complex I instead. Immunoblotted proteins were visualized by an Immobilon Western Detection Kit (Millipore, Billerica, MA). Images of the membrane were developed, photographed, and processed using a ChemiDoc XRS + System with Image Lab software (Bio-Rad, Hercules, CA). The proteins were quantified by measuring intensities of individual bands by Image J software (National Institutes of Health).

### Transmission electron microscopy

The heart primordium isolated from the whole embryo was fixed in 2.5% glutaraldehyde and 0.1 M sodium cacodylate buffer at 4 °C overnight, followed by treatment with 1% osmium tetroxide in 0.1 M sodium cacodylate. After dehydration with ethanol and propylene oxide, the samples were embedded in the mold of an epoxy resin block and cut with a microtome. Finally, the samples were electronically stained with uranyl acetate and lead citrate and examined with an electron microscope (H7650, Hitachi, Japan).

### Statistics

Data are expressed as means ± SEM. For sample size estimation, we aimed to detect ~ 20% difference in the experiments including glycogen content, mitochondrial and glycolytic functions, HIF-1α DNA-binding activity assay, and Western blots. Given an estimated standard deviation of ~ 15% in each group, we estimated five to six samples would be needed for statistically comparing groups. Differences between two groups were statistically analyzed using Welch's t-test. Differences among three groups were assessed by one-way analysis of variance (ANOVA), and the Tukey–Kramer’s post hoc test was used for multiple comparisons when ANOVA indicated significant differences. A P value less than 0.05 was considered statistically significant for these tests. For the multi-omics experiments including metabolome analysis and microarray analysis, statistical analyses were performed using the methods as described in each section. Individual values that were obtained from these multi-omics experiments were simply represented as means and SEM in order to avoid the limitations of small sample sizes, multiple testing, and data extraction errors.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

# Supplementary material for: Enhanced glucose metabolism through activation of HIF-1α covers the energy demand in a rat embryonic heart primordium after heartbeat initiation
**Source:** Sci Rep. 2022 Jan 7;12:74. doi: 10.1038/s41598-021-03832-5
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## Slide 1
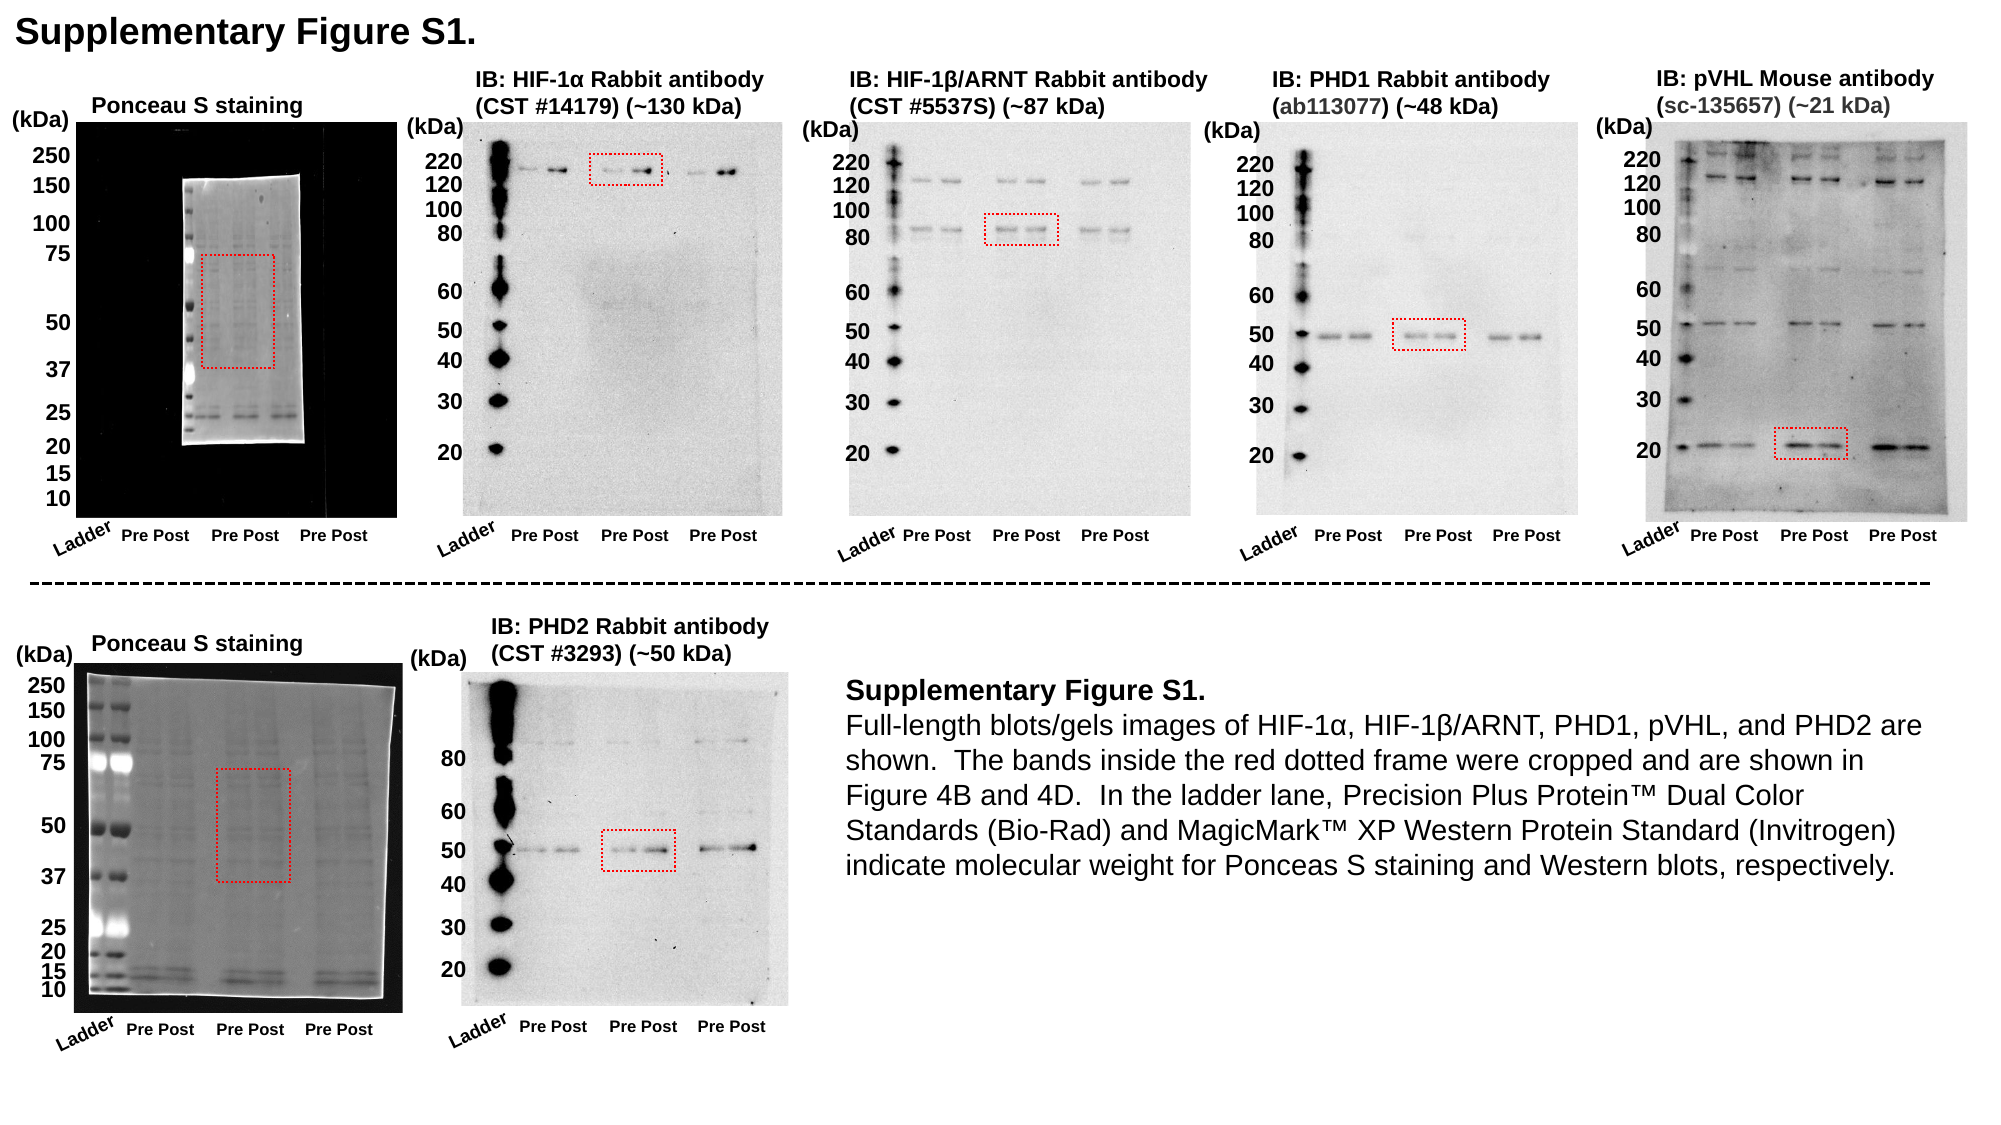

Supplementary Figure S1.
IB: pVHL Mouse antibody
(sc-135657) (~21 kDa)
IB: PHD1 Rabbit antibody
(ab113077) (~48 kDa)
IB: HIF-1β/ARNT Rabbit antibody
(CST #5537S) (~87 kDa)
IB: HIF-1α Rabbit antibody
(CST #14179) (~130 kDa)
Ponceau S staining
(kDa)
(kDa)
(kDa)
(kDa)
(kDa)
250
220
220
220
220
120
120
150
120
120
100
100
100
100
100
80
80
80
80
75
60
60
60
60
50
50
50
50
50
40
40
40
40
37
30
30
30
30
25
20
20
20
20
20
15
10
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Ladder
Ladder
Ladder
Ladder
Ladder
IB: PHD2 Rabbit antibody
(CST #3293) (~50 kDa)
Ponceau S staining
(kDa)
(kDa)
250
Supplementary Figure S1.
Full-length blots/gels images of HIF-1α, HIF-1β/ARNT, PHD1, pVHL, and PHD2 are shown. The bands inside the red dotted frame were cropped and are shown in Figure 4B and 4D. In the ladder lane, Precision Plus Protein™ Dual Color Standards (Bio-Rad) and MagicMark™ XP Western Protein Standard (Invitrogen) indicate molecular weight for Ponceas S staining and Western blots, respectively.
150
100
80
75
60
50
50
37
40
25
30
20
20
15
10
Pre Post
Pre Post
Pre Post
Ladder
Pre Post
Pre Post
Pre Post
Ladder

## Slide 2
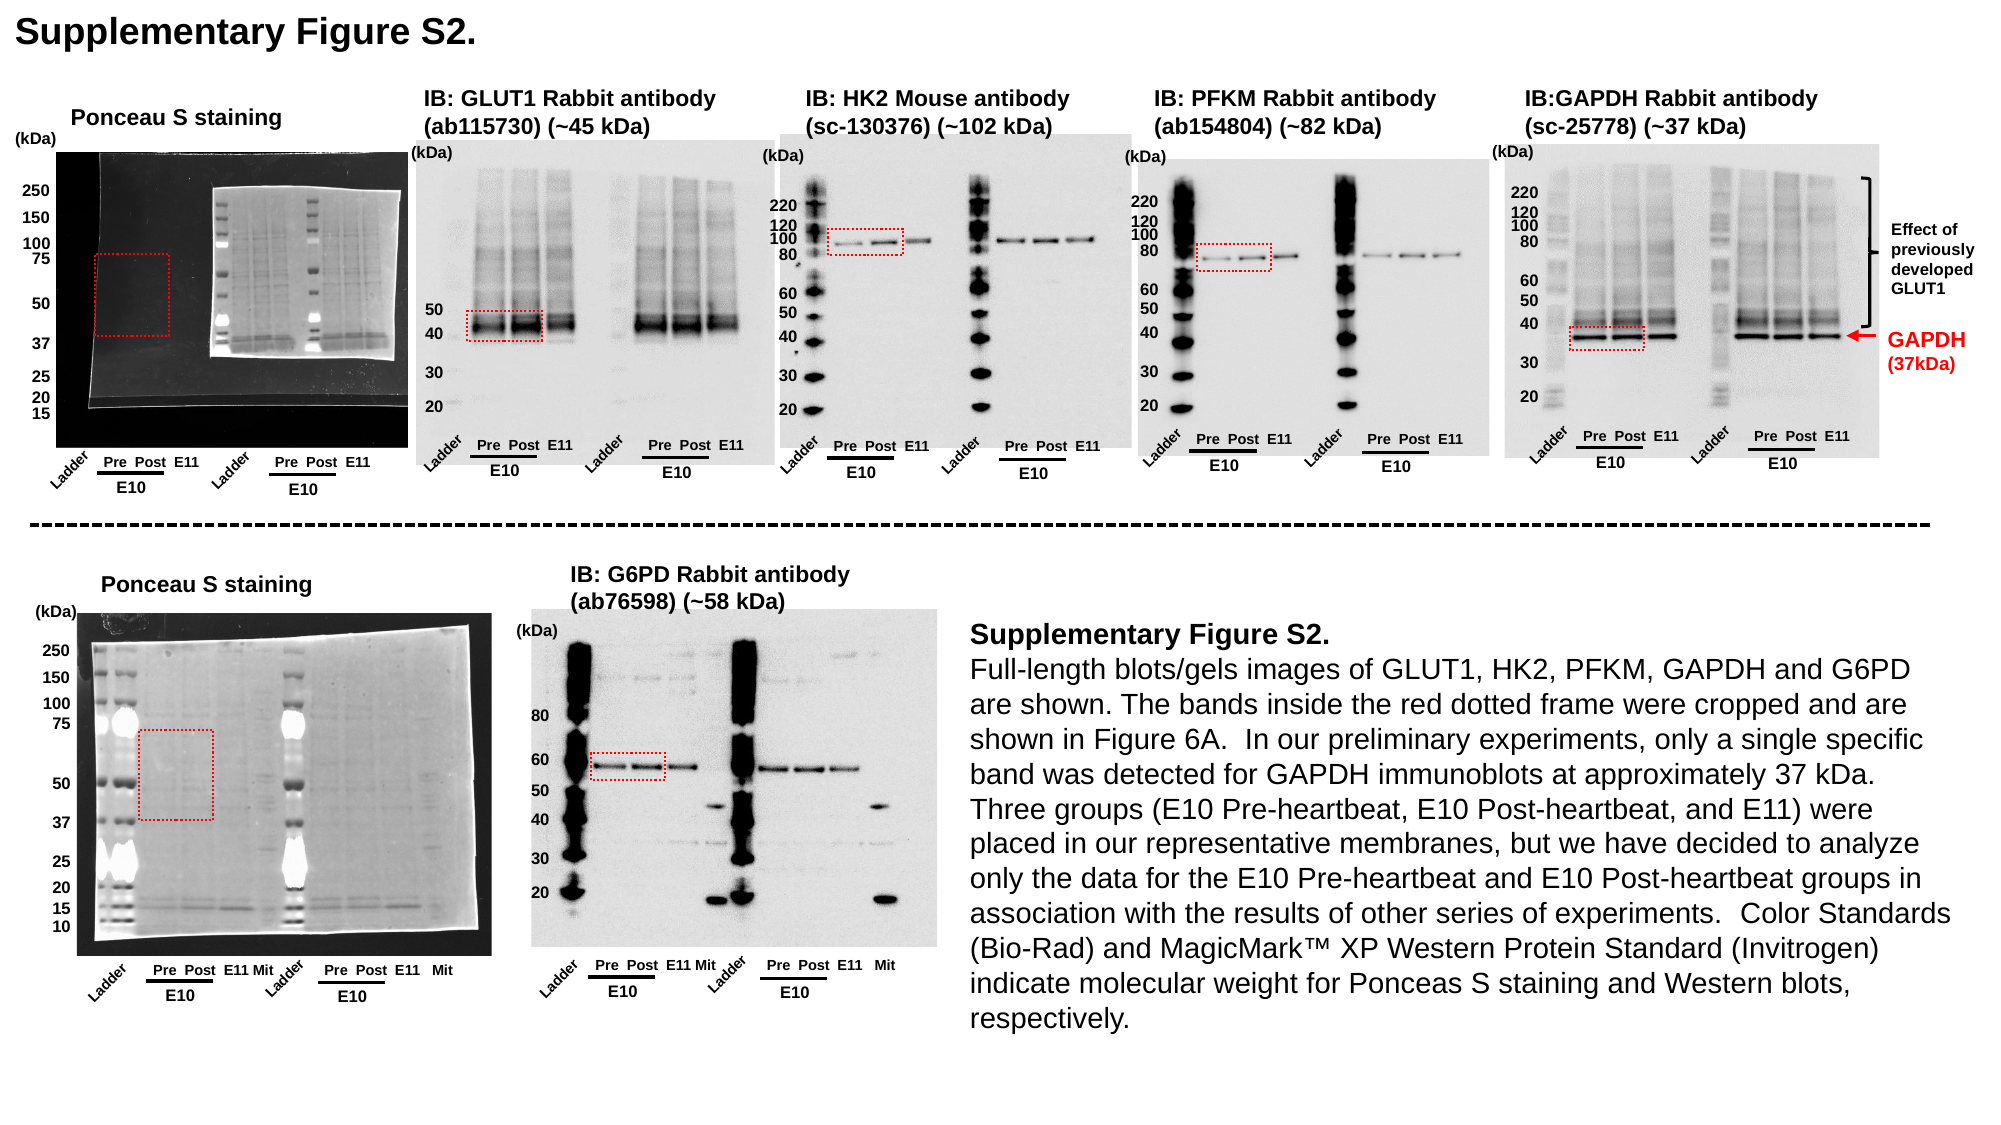

Supplementary Figure S2.
IB: GLUT1 Rabbit antibody
(ab115730) (~45 kDa)
IB: HK2 Mouse antibody
(sc-130376) (~102 kDa)
IB: PFKM Rabbit antibody
(ab154804) (~82 kDa)
IB:GAPDH Rabbit antibody
(sc-25778) (~37 kDa)
Ponceau S staining
(kDa)
(kDa)
(kDa)
(kDa)
(kDa)
250
220
220
220
120
150
120
120
100
Effect of
previously
developed
GLUT1
100
100
80
100
80
80
75
60
60
60
50
50
50
50
50
40
40
40
GAPDH
(37kDa)
40
37
30
30
30
30
25
20
20
20
20
20
15
Pre Post E11
Pre Post E11
Pre Post E11
Pre Post E11
Ladder
Ladder
Pre Post E11
Pre Post E11
Pre Post E11
Pre Post E11
Ladder
Ladder
Ladder
Ladder
Ladder
Ladder
E10
Pre Post E11
Pre Post E11
E10
E10
E10
E10
Ladder
Ladder
E10
E10
E10
E10
E10
IB: G6PD Rabbit antibody
(ab76598) (~58 kDa)
Ponceau S staining
(kDa)
Supplementary Figure S2.
Full-length blots/gels images of GLUT1, HK2, PFKM, GAPDH and G6PD are shown. The bands inside the red dotted frame were cropped and are shown in Figure 6A. In our preliminary experiments, only a single specific band was detected for GAPDH immunoblots at approximately 37 kDa. Three groups (E10 Pre-heartbeat, E10 Post-heartbeat, and E11) were placed in our representative membranes, but we have decided to analyze only the data for the E10 Pre-heartbeat and E10 Post-heartbeat groups in association with the results of other series of experiments. Color Standards (Bio-Rad) and MagicMark™ XP Western Protein Standard (Invitrogen) indicate molecular weight for Ponceas S staining and Western blots, respectively.
(kDa)
250
150
100
80
75
60
50
50
40
37
30
25
20
20
15
10
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Ladder
Ladder
Ladder
Ladder
E10
E10
E10
E10

## Slide 3
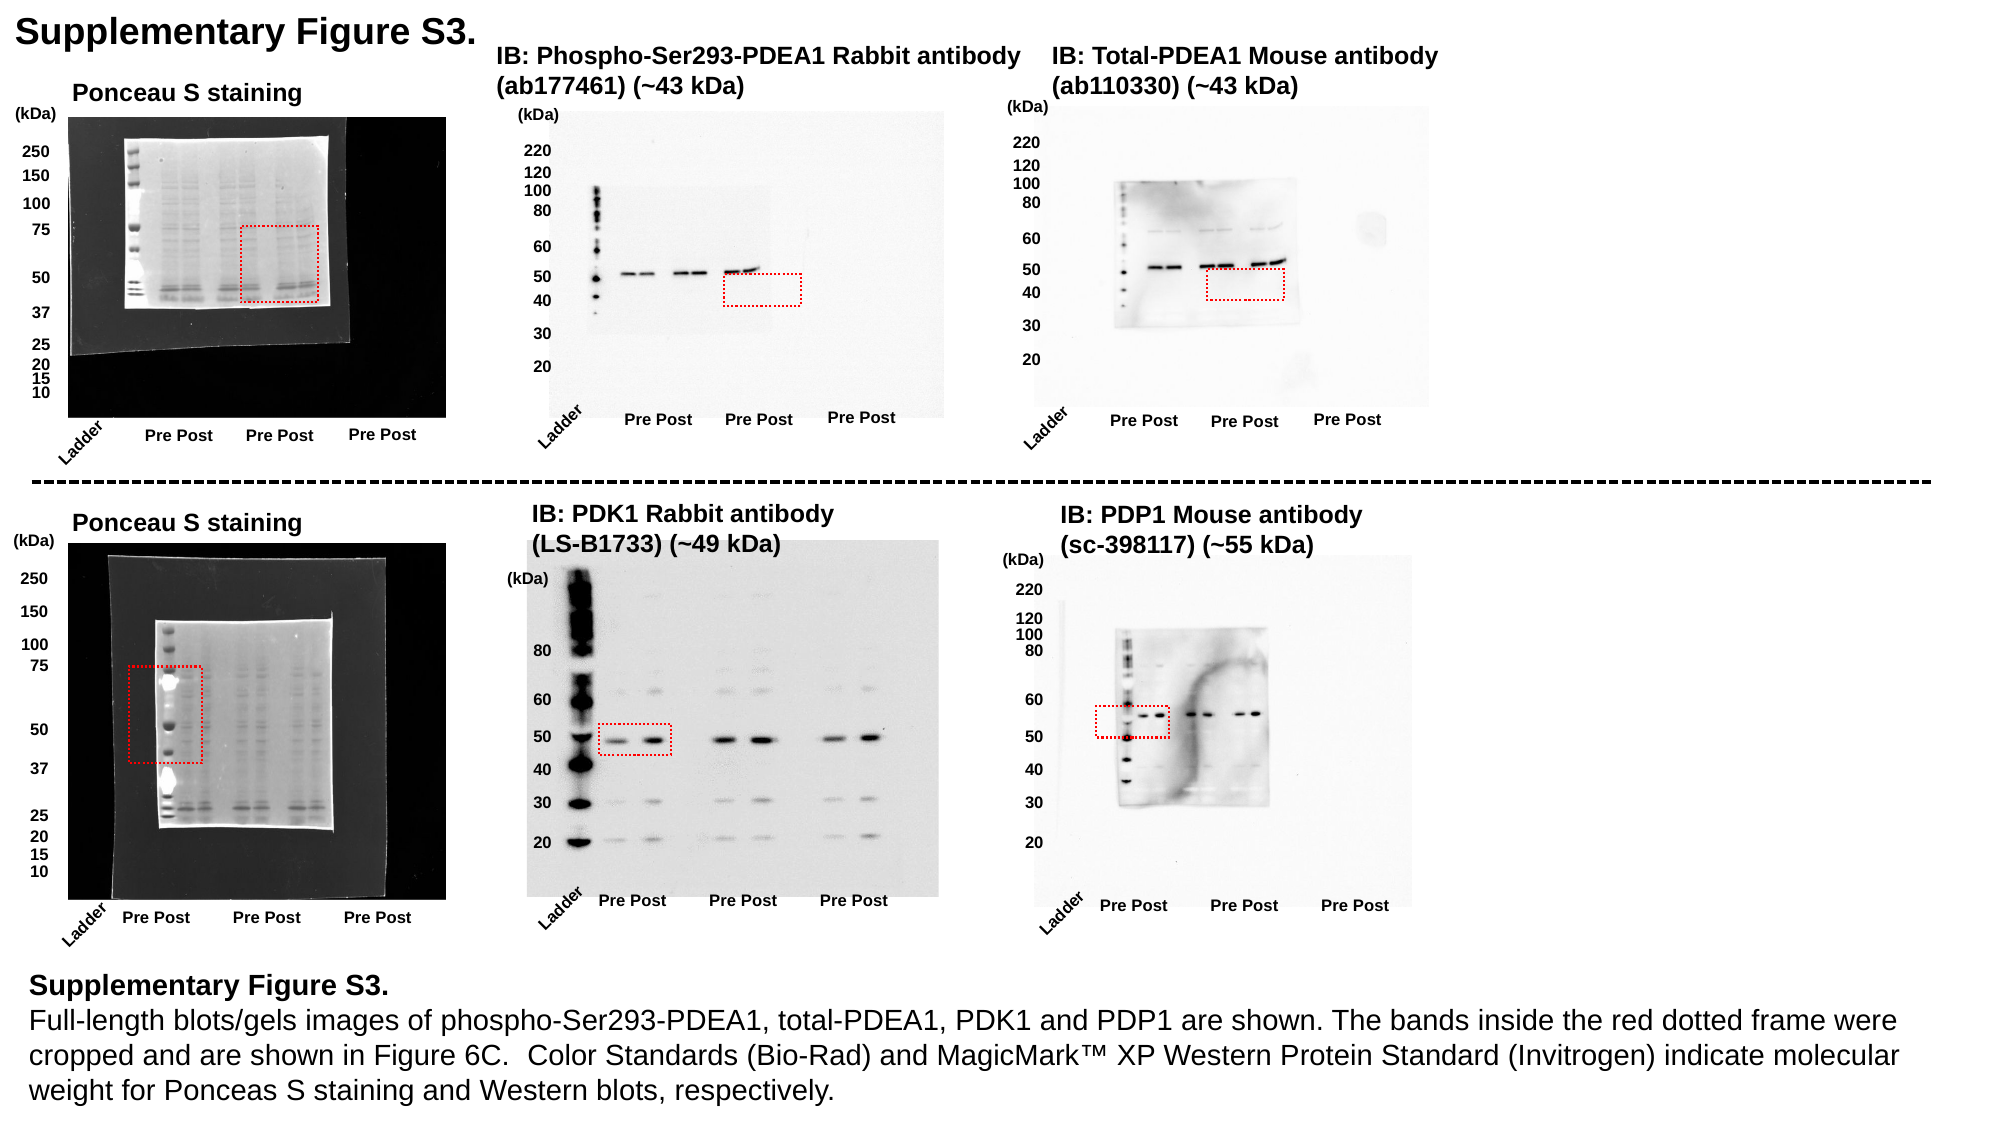

Supplementary Figure S3.
IB: Phospho-Ser293-PDEA1 Rabbit antibody
(ab177461) (~43 kDa)
IB: Total-PDEA1 Mouse antibody
(ab110330) (~43 kDa)
Ponceau S staining
(kDa)
(kDa)
(kDa)
220
220
250
120
120
150
100
100
(kDa)
80
100
80
75
60
60
50
50
50
40
40
37
30
30
25
20
20
20
15
10
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Ladder
Ladder
Pre Post
Pre Post
Pre Post
Ladder
IB: PDK1 Rabbit antibody
(LS‑B1733) (~49 kDa)
IB: PDP1 Mouse antibody
(sc-398117) (~55 kDa)
Ponceau S staining
(kDa)
(kDa)
(kDa)
250
220
150
120
100
100
80
80
75
60
60
50
50
50
37
40
40
30
30
25
20
20
20
15
10
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Pre Post
Ladder
Ladder
Pre Post
Pre Post
Pre Post
Ladder
Supplementary Figure S3.
Full-length blots/gels images of phospho-Ser293-PDEA1, total-PDEA1, PDK1 and PDP1 are shown. The bands inside the red dotted frame were cropped and are shown in Figure 6C. Color Standards (Bio-Rad) and MagicMark™ XP Western Protein Standard (Invitrogen) indicate molecular weight for Ponceas S staining and Western blots, respectively.

## Slide 4
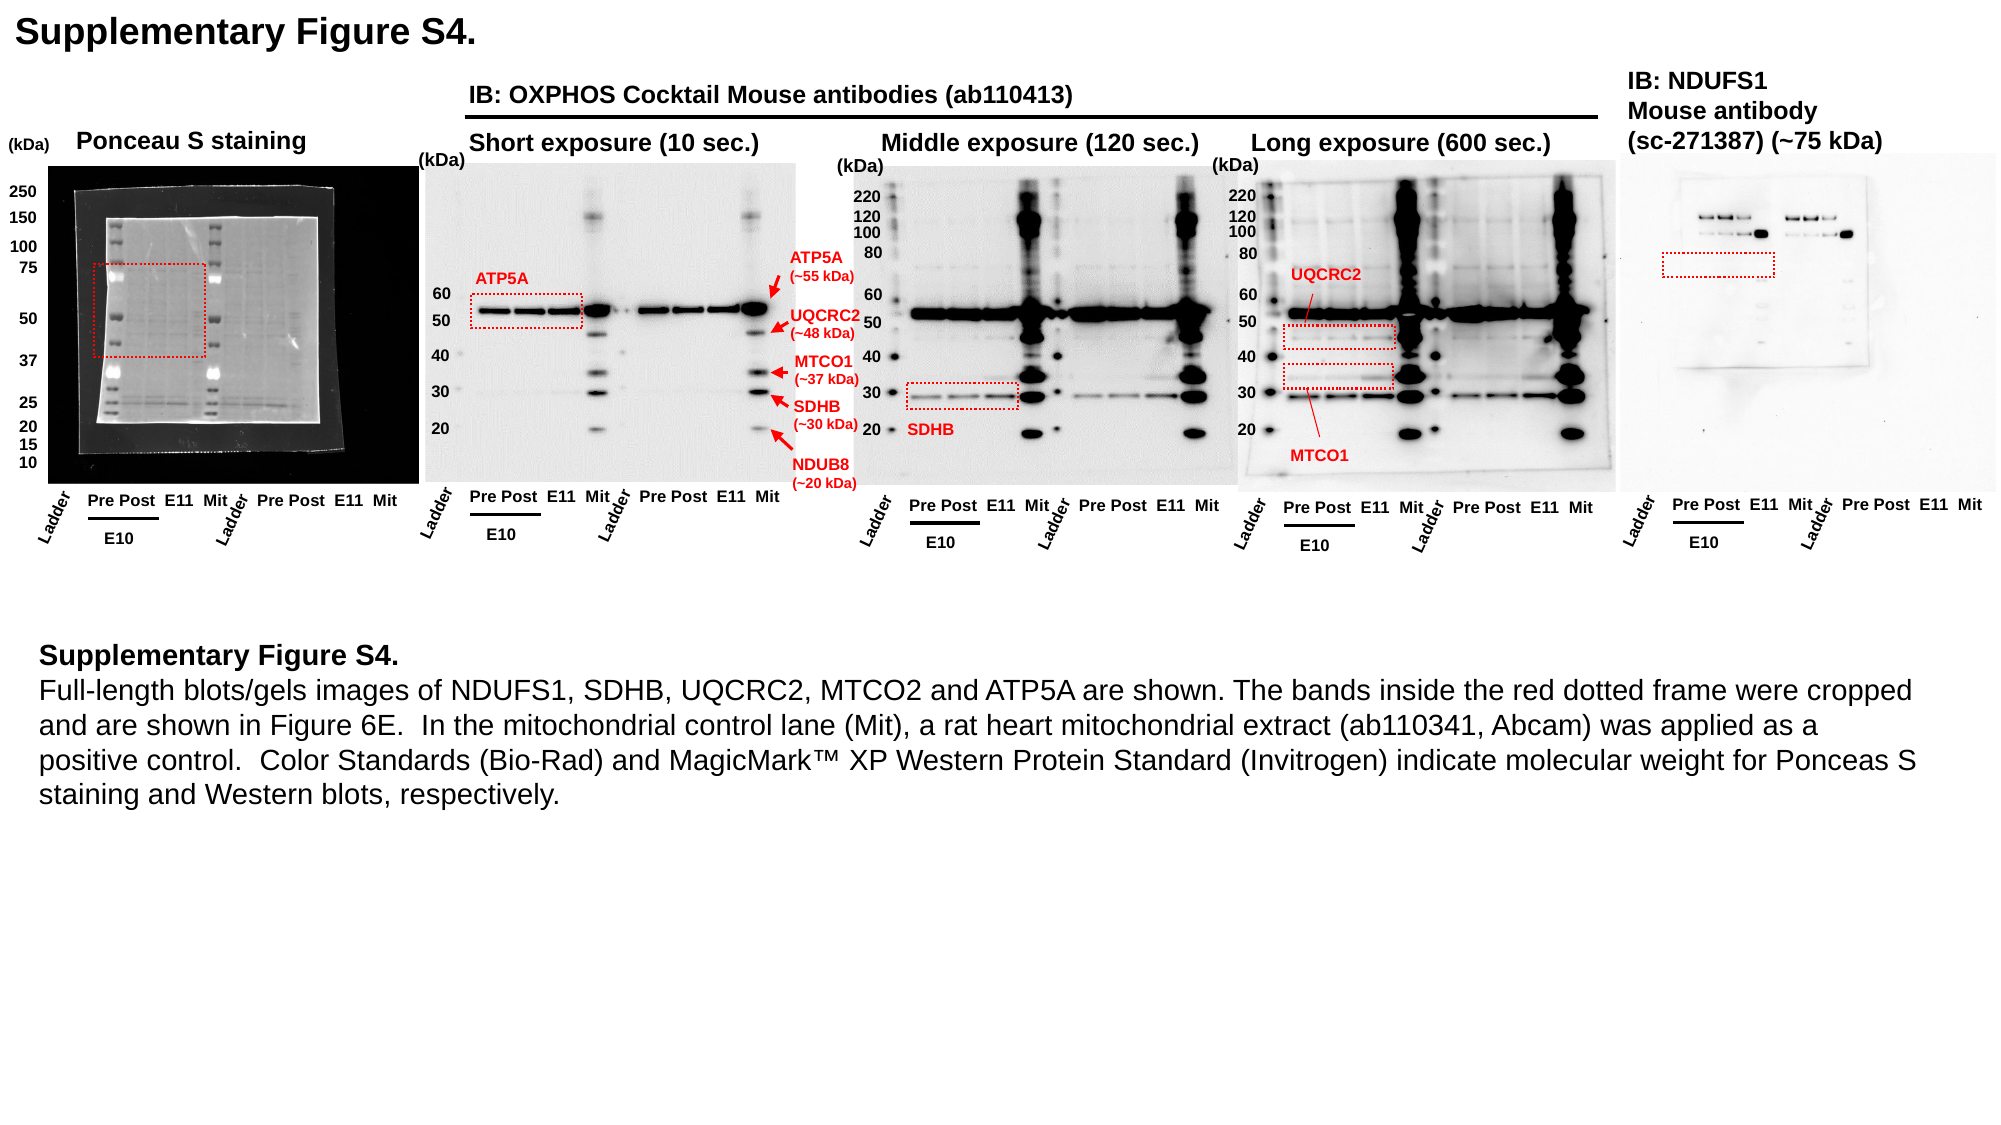

Supplementary Figure S4.
IB: NDUFS1
Mouse antibody
(sc-271387) (~75 kDa)
IB: OXPHOS Cocktail Mouse antibodies (ab110413)
Ponceau S staining
Short exposure (10 sec.)
Middle exposure (120 sec.)
Long exposure (600 sec.)
(kDa)
(kDa)
(kDa)
(kDa)
250
220
220
120
120
150
100
100
100
80
80
ATP5A
(~55 kDa)
75
UQCRC2
ATP5A
60
60
60
UQCRC2
(~48 kDa)
50
50
50
50
40
40
40
37
MTCO1
(~37 kDa)
30
30
30
25
SDHB
(~30 kDa)
20
20
20
20
SDHB
15
MTCO1
10
NDUB8
(~20 kDa)
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Pre Post E11 Mit
Ladder
Ladder
Ladder
Ladder
Ladder
Ladder
Ladder
Ladder
Ladder
Ladder
E10
E10
E10
E10
E10
Supplementary Figure S4.
Full-length blots/gels images of NDUFS1, SDHB, UQCRC2, MTCO2 and ATP5A are shown. The bands inside the red dotted frame were cropped and are shown in Figure 6E. In the mitochondrial control lane (Mit), a rat heart mitochondrial extract (ab110341, Abcam) was applied as a positive control. Color Standards (Bio-Rad) and MagicMark™ XP Western Protein Standard (Invitrogen) indicate molecular weight for Ponceas S staining and Western blots, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

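Global gene expression was measured in heart primordia of rat embryos on embryonic day 10, in 3 samples of the pre-heartbeat group and 3 of the post-heartbeat group, with 1 array per sample. The authors extracted RNA, made cyanine-labeled cRNA and hybridized it to 1-color Agilent rat arrays, which were quantified with Feature Extraction 10.7.3.1. The values used here are the processed signals the authors deposited for each spot, an intensity from which the background had been subtracted and which had not been normalized between arrays. The authors also deposited a table of ratios on a linear scale, made with GeneSpring 13.1.1 by a shift to the 75th percentile and division by a baseline value per probe. On the log2 scale, differences between arrays in this table were within 0.01 of those of the processed signal for 100% of 30367 probes after 1 constant per pair of arrays. The baseline was not the median of each probe over these 6 arrays, which would bring the median of the 6 ratios to 1, as the median log2 ratio was within 0.01 of 0 for 3.81% of the probes, and it cancels in a comparison between groups.

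Control spots and spots that Feature Extraction had marked as outliers were left out, and the log2 signals of the spots of a probe were averaged after the 75th percentile of each array over all other spots was subtracted. The 75th percentile was between 1145.76 and 1701.98 intensity units, with a median of 1481.25 in the pre-heartbeat group and 1412.46 in the post-heartbeat group, and 0 spots were saturated. Of 30367 probes, 20620 had a gene symbol, and 18006 (59.3%) were matched to a current gene name through the transcript given with the array. Positions are those of the array annotation on the rn4 genome. Probes were tested if they were well above background on all 3 arrays of at least 1 group, which left 19297 probes, 13808 of them with a gene symbol, and 11555 genes in the tests of lists. Among the tested probes, 2 lacked a value on at least 1 array. A gene with several probes was represented by the probe with the highest mean signal, and of 2043 such genes 0 had probes that moved by more than 1.5 fold in opposite directions. The number of arrays limits the precision, and the depth of an array has no equivalent of a read count.

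Groups were compared with limma 3.58.1 (linear model and empirical Bayes moderation) in R 4.3.3 with data.table 1.17.8, and p was adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The selection of the paper's methods, a change of 1.5 fold or more with an unadjusted p under 0.05 in the Tukey HSD test, was applied in both directions. With 2 groups, this test equals the pooled comparison of the group means. Single genes were also compared by an exact permutation test over the 10 splits of the arrays. Lists of genes were tested with camera at a preset inter-gene correlation of 0.01 and, among the genes selected as higher, by a one-sided Fisher's exact test against all genes with a tested probe, with adjustment over the lists. The lists covered striated muscle, glycolysis (the enzymes of Fig. 5B), the TCA cycle, nuclear genes of OXPHOS, the pentose phosphate pathway, HIF-1 targets, HIF-1 targets outside glycolysis, glycogen metabolism, catecholamine synthesis, insulin signaling and calcium handling in cardiac cells. Marker lists covered cardiac regulators, the second heart field, definitive endoderm, yolk sac endoderm, neural ectoderm, paraxial mesoderm, endothelial, erythroid, immediate early, Y-linked and proliferation genes. Of the 22 lists, 21 had at least 2 tested genes. Apart from the glycolytic list, which was taken from Fig. 5B, they were written from general knowledge, because the WikiPathways sets of the paper were not used here.

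The genes named are those the paper names, the 5 largest rises and 5 largest falls among genes with a symbol past the limma threshold whose groups did not overlap and that were well above background on all 3 arrays of the higher group, and the members of the lists in the methods' selection. As fewer than 5 genes fell past the limma threshold, the falls were taken from the methods' selection. A fall of a gene that was well above background on 0 arrays of the lower group is given as a lower bound, computed against the dimmest signal well above background on each array. Chosen alternatives were the replicate number or the slide as a block, normexp background correction with an offset of 50, quantile normalization, the 75th percentile over probes well above background on all 6 arrays, and no filter or a filter on all 6 arrays. Others were the ratios of the authors, the methods' test with Benjamini-Hochberg adjustment, an intensity trend in limma, a fold threshold of 2, the limma p in the selection, the mean of a gene's probes, fry, camera with an estimated correlation, and leaving out each array in turn. The slide as a block together with fry was added after the values had been seen. The seed of random steps was 1.

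The procedure was tested on simulated data with 200 of 19297 probes changed by 2 on the log2 scale. Without a slide difference, 94.5% of these were recovered with 7 false calls. With a slide difference, 76.5% were recovered without a block and 92.5% with the slide as a block, with 1 and 16 false calls. In a simulated test of 21 lists of which 1 was raised by 1 on the log2 scale, camera called 1, the raised list. The noise was drawn independently for each gene. This simulation thus cannot show how camera behaves for lists whose genes are correlated or move less. No array was left out, and the columns of raw signal and local background were used for the normexp alternative. Measurements of the paper other than the microarray were not analysed here.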

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

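The tests of genes and lists, their other alternatives and the splits of the arrays for the gene lists were planned. The tests of explanations other than chance, the slide as a block together with fry and the split for the number of selected probes were chosen only after the results were seen. The results below come from genes outside those the paper discusses, and the samples of the groups also differ in somite number, so a difference in embryonic age stays open for each of them as untested.

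The paper takes genes that are higher after heartbeat initiation into its pathway analysis, and 222 probes passed the same selection as lower. Of these 222, 74 had a limma adjusted p under 0.05 with the slide as a block. Signal near the background is argued against as the whole cause, as 156 of the 222 were well above background on all 6 arrays. A slide difference is argued against in the same way, as 150 of the 222 were still selected with the slide as a block. The number was 218 with quantile normalization, 227 with the ratios of the authors and 78 with normexp background correction. It was 130 without pre-heartbeat replicate 3, 123 without post-heartbeat replicate 2 and 352 without post-heartbeat replicate 3. The median log2 difference of all tested probes was -0.033, which no normalization moved by more than 0.1. Of the 10 splits of the arrays, 2 gave at least as many selected probes as the 587 in both directions, the real one and the split by slide with 3063, and the next gave 196, so the splits cannot exclude chance at this number of arrays. The selection held 377 probes as higher and 197 as lower when the slide was a block. A change in the cells that make up the dissected tissue was not tested for these probes as a whole and stays open beside a change in expression.

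A marker list of 18 cardiac regulators, all tested, had a median log2 fold change of 0.47, with 16 of 18 genes higher in the post-heartbeat group (camera adjusted p = 8.95e-08, fry 0.00813). Nppa, Nppb, Irx4, Ankrd1, Csrp3 and Smarcd3, or 6 of them, were in the methods' selection, where 0.439 are expected (one-sided Fisher's exact test, adjusted p = 2.13e-05), 6 passed with p adjusted over the list alone, 2 over all genes and 5 over all genes with the slide as a block. Isl1 and Mef2c are also in the list of the second heart field. A slide difference as the whole cause is argued against, since with the slide as a block the median was 0.40 (camera adjusted p = 1.73e-09, fry 0.0178). Less other tissue dissected with the post-heartbeat hearts, or a larger share of cardiac muscle cells, would raise the genes that only cardiac muscle cells express by about the same amount. The SD of the log2 fold changes of the list was 0.55, which is 3.20 times their median SE of 0.17, but genes that other cells also express would rise less, and which of the genes are so expressed was not measured, so neither can be told apart from higher expression per cell. With the correlation estimated from the arrays, the adjusted p was 0.0783, the highest in a range of 2.55e-10 to 0.0783 over all alternatives. A camera p as small came from 1 of the 10 splits, the real one, and 10 splits cannot exclude chance.

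A list of 12 definitive endoderm genes, 9 of them tested, fell with a median log2 fold change of -0.14, 2 of 9 genes being higher (camera adjusted p = 0.00942), and Cer1 was in the methods' selection as lower (log2 fold change -1.27, limma adjusted p = 0.157, lower on 3 of 3 arrays). Of these genes, 3 were lower in limma with p adjusted over the list alone and 0 over all genes, and 4 had an unadjusted p under 0.05. Cer1 passed over all genes with the slide as a block (adjusted p = 0.0195). The fall did not pass with fry (0.0597) or with an estimated correlation (0.208, range over all alternatives 0.00139 to 0.208). It also did not pass without post-heartbeat replicate 3 (median -0.13, adjusted p = 0.116), and the median was -0.28 without pre-heartbeat replicate 1 and -0.24 without pre-heartbeat replicate 2. The median with the slide as a block was -0.24 (camera adjusted p = 0.00628, fry 0.125). The list differed between the slides by a median of -0.12 (camera adjusted p = 0.789), and within each slide its mean was lower on every post-heartbeat array than on every pre-heartbeat array, so a slide difference is argued against as the whole cause. If less endoderm was dissected with the post-heartbeat hearts, yolk sac genes would fall too. In the fit with the slide as a block, 1 of 11 yolk sac genes was higher, with a median of -0.53 (camera adjusted p = 2.27e-05, fry 0.234, range over all alternatives 2.27e-05 to 0.735). The larger camera p of both lists was 0.00628, and as neither passed with fry, less endoderm may be the cause but cannot be told apart from lower expression. Ttr, which is in both lists and was chosen after its values were seen, had a signal of 5.28 ± 0.24 (SD, n = 3) before and 4.70 ± 0.15 (SD, n = 3) after heartbeat initiation. All 9 genes were well above background in at least 1 group, so how much of their signal comes from the heart primordium itself is unknown. A camera p as small came from 1 of the 10 splits, the real one, which cannot exclude chance.

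A list of 12 erythroid genes, 9 of them tested, had a median log2 fold change of 0.72, with 6 of 9 higher (camera adjusted p = 0.00272, fry 0.0186, estimated correlation 0.116). Epor (1.26), Hbb (1.22) and Hbg1 (0.78) were in the methods' selection, where 0.220 are expected (one-sided Fisher's exact test, adjusted p = 0.00477), and in limma 3 genes passed with p adjusted over the list alone, 0 over all genes and 4 without adjustment. In the fit with the slide as a block, 2 passed over all genes, and the over-representation had an adjusted p of 0.0575 (range over all alternatives 1.78e-04 to 1). It also did not pass without pre-heartbeat replicate 1 (0.0558) or post-heartbeat replicate 3 (0.0657). When the slide was a block, the median was 0.74 (camera adjusted p = 0.00628, fry 0.160, range over all alternatives 1.27e-04 to 0.160). Between the slides the list differed by a median of -0.16 (camera adjusted p = 0.848), and its mean was higher on every post-heartbeat array than on every pre-heartbeat array of the same slide, so a slide difference is argued against as the whole cause. Blood cells in the post-heartbeat hearts would raise the whole list, and the share of genes higher with the slide as a block was 0.556. Hba-a2, a globin chosen after its values were seen, was at 1.16 ± 0.53 (SD, n = 3) before and 1.44 ± 0.68 (SD, n = 3) after heartbeat initiation, and its log2 fold change was -0.0099 with the slide as a block. As the members go both ways, blood cells may be part of the cause but cannot be told apart from expression in the heart primordium. Of the 10 splits, 1, the real one, gave a camera p as small, and they cannot exclude chance.

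All 11 tested genes of a list of 16 immediate early genes were higher in the post-heartbeat group, with a median log2 fold change of 0.39 (camera adjusted p = 0.00260), and Ier3 was in the methods' selection (log2 fold change 0.61, limma adjusted p = 0.329). In limma, 0 genes passed with p adjusted over the list alone and 2 without adjustment, and the groups did not overlap for 2 of 11 genes, where chance gives 10%. The rise did not pass with fry (0.239) or an estimated correlation (0.329, range over all alternatives 1.61e-04 to 0.440). Without pre-heartbeat replicate 2, the median was 0.076 and the list did not pass (adjusted p = 0.154), and without pre-heartbeat replicate 1 the median was 0.72. With the slide as a block the median was 0.27 (camera adjusted p = 0.00652, fry 0.440). On slide 1, the mean of the list was -1.50 on the pre-heartbeat array and -1.60 and -1.42 on the post-heartbeat arrays, so it did not rise on every array within the slides and a slide difference cannot be told apart from a difference between the groups. Handling before lysis of the post-heartbeat hearts may raise such genes, and with 2 genes whose groups were apart it cannot be told apart from a response to beating. A camera p as small came from 3 of the 10 splits, none of them the split by slide, and 10 splits cannot exclude chance.

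HIF-1 targets outside glycolysis (26 genes, 21 tested) had a median log2 fold change of 0.21, with 16 of 21 higher (camera adjusted p = 4.35e-04, fry 0.00374, estimated correlation 0.0955, range over all alternatives 1.23e-05 to 0.0955). In limma, 0 genes passed with p adjusted over the list alone or over all genes and 6 without adjustment, and the methods' selection held 1, Slc16a3 (log2 fold change 0.62, limma adjusted p = 0.390), where 0.513 are expected (Fisher's exact test, adjusted p = 0.810). Their median with the slide as a block was 0.17 (camera adjusted p = 2.20e-04, fry 0.0117), and without post-heartbeat replicate 2 it was 0.14 (camera adjusted p = 0.00124). A rise of HIF-1 targets outside glycolysis is what transcription through HIF-1 predicts, and as a hypothesis found and tested on the same arrays it is consistent with the camera p of 4.35e-04. Of the 10 splits, 1, the real one, gave a camera p as small, which cannot exclude chance, and other regulators of these genes were not tested.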

How the results depend on the processing

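The slide as a block together with fry was chosen only after the results were seen; the other alternatives were planned. Signal over background limits dim genes, and a probe that was well above background in part of the arrays has an uncertain size of change. Of 1691 comparisons with an alternative of 100 named genes other than Hif1a, Vhl and Egln1, 1486 kept the direction and the side of the threshold, 66 passed it only under the alternative, 99 no longer passed it and 40 reversed. None of the 40 reversed values had an adjusted p under 0.05 (smallest 0.715), and the largest in size was 0.69. In addition, Vhl reversed under 8 of 17 alternatives and Hif1a under 1 of 17. The median log2 difference of all tested probes stayed between -0.082 and 3.6e-05. Egln1 kept its direction under all 17 alternatives, with log2 fold changes from 0.68 to 1.54, and did not pass the threshold under any. The cardiac regulators, cardiac calcium handling, catecholamine synthesis and striated muscle lists kept their direction under all alternatives, and passed under all but the estimated correlation.

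Without an alternative, 23 probes were higher and 4 were lower at a limma adjusted p under 0.05, and 365 and 222 were in the methods' selection. With the slide as a block, 223 were higher and 89 lower, all 27 included; probes that differ between the slides leave the residual spread in that fit. With the replicate number as a block, 95 were higher and 49 lower. The correlation of the arrays after subtraction of group means was 0.648, -0.277 and 0.494 for the samples with the numbers 1, 2 and 3. Of these, the samples with the number 2 were on different slides and the others on the same slide. Pre-heartbeat replicate 1 and post-heartbeat replicate 2, on the same slide, had 0.496. The correlations thus follow the slides and cannot show whether the numbers pair the samples. The paper states no pairing, so this block is not read as a paired design. With normexp background correction, 43 were higher and 7 lower, and the selection held 203 higher and 78 lower. Quantile normalization left 11 higher, and the ratios of the authors 10 higher; an intensity trend gave 38 higher and 7 lower. Without a filter on dim probes, 1 was higher and 0 lower, with 30363 probes tested, and 428 were selected as lower. Benjamini-Hochberg adjustment of the methods' test gave 0 higher and 0 lower (unadjusted p under 0.05 in 1319 probes, 1352 with limma), and so 0 in both directions of the selection. A fold threshold of 2 gave 149 higher and 83 lower in the selection by construction, and the limma p in the selection gave 347 lower. The ratios of the authors differ from the values used here almost only by 1 constant per pair of arrays, so these shifts account for their change in counts. Apart from that, the fold threshold and the number of probes, the cause was not tested. With an array left out, 0 to 1 probes were higher and 0 to 1 lower in limma, with fewer samples, and 123 to 352 were selected as lower (123 without post-heartbeat replicate 2, 352 without post-heartbeat replicate 3).

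Vhl, with a log2 fold change of 0.0051, reversed to -0.0056 with normexp background correction, -0.0031 with quantile normalization, -0.0057 with the 75th percentile over probes well above background on all arrays and -0.013 with the ratios of the authors. The slide as a block reversed the log2 fold change of Epas1 0.028, Ndufs1 0.037, Ndufb8 0.056, Atp5a1 0.027, Pgk1 0.049, Pgam1 0.0081, Hba-a2 -0.0099. Normexp background correction reversed Ndufs1 (9.6e-05) and Pklr (-0.022). Quantile normalization reversed Epas1 0.016, Gapdh 0.078, Ndufs1 0.010, Ndufb8 0.058, Atp5a1 0.041, Pgk1 0.081, Pgam1 0.068, Pkm 0.073, Ldha 0.031. The mean of a gene's probes reversed Pkm 0.090, Hba-a2 -0.69. With the ratios of the authors, the shifts between arrays account for the reversal of Vhl. For each of the others, the cause was not tested. With an array left out in turn, log2 fold changes ranged from -0.18 to 0.53 for Hif1a, -0.044 to 0.063 for Vhl, -0.21 to 0.21 for Epas1, -0.15 to 0.17 for Gapdh, -0.10 to 0.13 for Ndufs1, -0.16 to 0.078 for Ndufb8, -0.10 to 0.19 for Uqcrc2 and -0.19 to 0.025 for Atp5a1. They ranged from -0.077 to 0.13 for Aldoc, -0.17 to 0.059 for Pgk1, -0.15 to 0.055 for Pgam1, -0.37 to 0.026 for Eno1, -0.12 to 0.12 for Pkm, -0.24 to 0.058 for Ldha and -0.016 to 0.67 for Hba-a2. Of these reversals, 12 came without pre-heartbeat replicate 2, counting lists.

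Among the lists, camera with an estimated correlation left none under an adjusted p of 0.05. With it, the adjusted p for glycolysis (median 0.20) was 0.163, for striated muscle (0.74) 0.116, for glycogen metabolism (0.076) 0.233, for catecholamine synthesis (0.64) 0.116 and for insulin signaling (0.13) 0.154. With fry, glycogen metabolism (0.076) had 0.121 and insulin signaling (0.13) 0.0862. With the slide as a block together with fry, glycolysis (0.19) had 0.0592, glycogen metabolism (0.11) 0.115 and insulin signaling (0.072) 0.309. With the mean of a gene's probes, insulin signaling (0.12) had 0.0547, and with quantile normalization OXPHOS (0.069) had 0.0103. Second heart field genes reversed to -0.12 with the slide as a block, whether tested with camera or with fry (0.659). In the over-representation test, glycolysis, striated muscle, glycogen metabolism and catecholamine synthesis each had an adjusted p of 1 when the selection used the Benjamini-Hochberg adjusted p of the methods' test, since no gene was then selected. With a fold threshold of 2 it was 0.712 for glycolysis and 1 for glycogen metabolism, with fewer genes selected. With an array left out in turn, medians ranged from 0.0082 to 0.15 for the TCA cycle, -0.080 to 0.094 for OXPHOS, -0.12 to 0.020 for the pentose phosphate pathway, 0.068 to 0.12 for glycogen metabolism and 0.031 to 0.16 for insulin signaling. They ranged from -0.082 to 0.75 for the second heart field, -0.55 to 0.064 for yolk sac endoderm and -0.32 to 0.22 for neural ectoderm, and the over-representation p of glycogen metabolism ranged from 0.00435 to 1. The TCA cycle (adjusted p = 0.00201) and OXPHOS (0.00174) passed without pre-heartbeat replicate 2, and OXPHOS reversed without pre-heartbeat replicate 1 (0.288). Apart from the selection of no or fewer genes, the cause was not tested.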

Differences from the paper's values

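No test of this part was chosen after the results were seen. The paper states 3 fold changes in its text and shows 21 for the enzymes of Fig. 5B, the latter read by eye from the figure. A value was taken as different if it was apart from the one computed here by more than 1.5 times and by more than the SD of the post-heartbeat arrays, and 0 of the 24 were. Apart by more than that SD, but by less than 1.5 times, were Pklr (1.4 in the figure, 1.09 here), Eno1 (0.95, 0.877) and Ldha (0.9, 0.919).

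The paper ranks glycolysis next after striated muscle among its pathways. The glycolytic list here holds the enzymes of Fig. 5B, which shows these same arrays, so its rank here is not an independent test. Among the lists used here, which are not the sets of the paper, glycolysis had the 4th smallest p of over-representation (adjusted p = 4.39e-05), after striated muscle (1.30e-23), cardiac calcium handling (3.96e-08) and cardiac regulators (2.13e-05). Cardiac regulators are not among the paper's top pathways, and cardiac calcium handling is, at a lower rank. Of the alternatives set before the data were examined, the replicate number as a block placed glycolysis next after striated muscle. The slide as a block and leaving out post-heartbeat replicate 1 placed it 3rd, and cardiac calcium handling stayed above it in both.

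The paper has insulin signaling among its top pathways of genes that were higher after heartbeat initiation. Here, 2 of 46 tested genes of insulin signaling were in the methods' selection, where 1.12 are expected (one-sided Fisher's exact test, adjusted p = 0.682), and the adjusted p ranged from 0.425 to 1 over the alternatives, none under 0.05. As a list tested with camera, insulin signaling passed, with a median log2 fold change of 0.13 and 32 of 46 genes higher (adjusted p = 0.0183). The set in Table 1 is larger than the list here, which has 51 genes, so these tests do not cover the same genes and the enrichment in the paper's set was not tested.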

Other observations

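The tests of the slide difference along the first principal component and the splits of the arrays for the gene lists were planned, whereas the tests of Egln1, of the enzymes by HIF-1 target and of the neural genes, the slide as a block together with fry, and the splits for the numbers of probes, were chosen only after the results were seen.

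The first principal component separated the slides, and 3148 probes differed between them at a limma adjusted p under 0.05. Labelling, hybridization or scanning is argued against as the source only so far as it acts alike on spike-ins and sample RNA. The SD of the slide differences of 7 spike-in probes, which pass through these steps, was 0.056. This is 0.112 times that of the tested probes (0.50), although each spike-in was averaged over its spots. The spike-ins do not carry the quality of the sample RNA, which was not tested and stays open. Brightness of the probes is argued against as well, with a Spearman's rho of -0.0306 across 19297 probes, which are not independent replicates. The rho with GC content was 0.114, between the limits set for and against it, so GC content cannot be told apart from other sources. Tissue dissected with the heart primordium may differ between the slides, as yolk sac endoderm genes were higher on slide 1 by a median of 0.93 (camera adjusted p = 5.56e-05) and paraxial mesoderm genes by 1.04 (0.0265), these being 2 of 7 marker lists of other tissues. Striated muscle genes were higher on slide 2 by a median of 0.27 (camera adjusted p = 0.0316, fry 0.304), which goes with more other tissue on slide 1, whereas definitive endoderm, endothelial and erythroid genes had medians of -0.12, -0.083 and -0.16 for slide 1 minus slide 2. With fry, the lists that passed between the slides were HIF-1 targets and cardiac calcium handling (adjusted p = 0.0140 for both, camera 0.759 and 0.483). The yolk sac and paraxial mesoderm lists did not pass with fry (adjusted p = 0.158 for both), so this cannot be told apart from other differences between the samples. Handling before lysis stays open too, with a camera adjusted p of 0.226 for the immediate early genes between the slides, and it did not pass with fry. Within each group the design names no condition that differs between the slides, and no biological explanation was tested.

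The fold change of Egln1 was lower with the slide as a block, and its signal was 1.17 higher on slide 1 than on slide 2 on the log2 scale in that fit. As slide 1 held more post-heartbeat than pre-heartbeat arrays, a slide difference of this direction raises the fold change without a block, and it is a candidate explanation for the part that the block removed. The part that remained, 0.73, is not accounted for by the slide.

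The enzymes of Fig. 5B rose unevenly, and transcription through HIF-1 was tested as a hypothesis by comparing the enzymes that are on a list of HIF-1 targets with the others. The 10 enzymes on the list had a mean log2 fold change of 0.10, with 5 higher and 1 in the methods' selection, and the 11 others had a mean of 0.40, with 9 higher and 5 selected. The difference of -0.29 was in the direction opposite to the prediction (two-sided exact permutation test across genes, p = 0.106, and genes are not independent replicates), which decides neither for nor against HIF-1. HIF-1 targets outside glycolysis rose as a list (camera adjusted p = 4.35e-04), as transcription through HIF-1 predicts. The whole list of HIF-1 targets, 38 of 43 genes tested, had a median log2 fold change of 0.13, with 25 of 38 higher (camera adjusted p = 2.84e-04, fry 0.0159, estimated correlation 0.116, range over all alternatives 2.40e-06 to 0.116). Pfkfb4, Hk1 and Slc16a3 were in the methods' selection, where 0.927 are expected (Fisher's exact test, adjusted p = 0.178), and in limma 1 passed with p adjusted over the list alone, 0 over all genes and 10 without adjustment. The selection held 5 targets when the slide was a block, where 0.973 are expected (Fisher's exact test, adjusted p = 0.00981, range over all alternatives 0.00981 to 1), and fry gave an adjusted p of 3.92e-04. The data could thus come from HIF-1 acting on part of its targets or from regulators that were not tested. A larger share of cardiac muscle cells was not tested for these enzymes either and stays open.

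For some of the proteins that the paper measured by Western blotting, the mRNA was also on the arrays. The log2 fold change was -0.081 for Slc2a1 (GLUT1), 0.20 for Hk2, 0.13 for Pfkm, 0.11 for Pdha1, 0.54 for Pdk1 and 0.41 for Pdp1. It was 0.45 for Egln2 (PHD1), 0.58 for Egln3 (PHD3), -0.028 for Epas1 (HIF-2α) and 0.24 for Hif3a (HIF-3α). Among subunits of the respiratory chain, it was -0.011 for Ndufs1, -0.024 for Ndufb8, 0.078 for Sdhb, 0.033 for Uqcrc2 and -0.065 for Atp5a1. None of these 15 genes passed a limma adjusted p under 0.05, and the smallest was 0.237 for Egln3 (SE 0.14, higher on 3 of 3 post-heartbeat arrays). The signs for Epas1, Ndufs1, Ndufb8, Uqcrc2 and Atp5a1 changed under at least 1 alternative. Arnt (HIF-1β) was well above background on 1 of 3 pre-heartbeat and 2 of 3 post-heartbeat arrays and was not tested, and no probe for COX2 was found.

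The remaining marker lists did not pass an adjusted p under 0.05 with camera. The median log2 fold change was 0.29 for the second heart field (6 of 9 genes higher, adjusted p = 0.822), -0.23 for yolk sac endoderm (3 of 11, 0.177), 0.29 for paraxial mesoderm (6 of 7, 0.126), -0.23 for endothelial genes (2 of 12, 0.122) and -0.083 for proliferation genes (2 of 14, 0.133). Foxc2 is in the lists of the second heart field and of paraxial mesoderm. Of 7 Y-linked genes, 1 was tested, with a log2 fold change of 0.55, which gives no test of a list. Without pre-heartbeat replicate 1, paraxial mesoderm genes passed (adjusted p = 0.0201, range over all alternatives 0.0201 to 0.789). With the slide as a block, 3 of 7 lists of other tissues were under 0.05 as lower and 1, the erythroid genes, as higher. Of these, the definitive endoderm and erythroid genes also passed without the block. The yolk sac endoderm (camera adjusted p = 2.27e-05) and neural ectoderm genes (0.0219) passed only with it in these 2 fits.

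Neural ectoderm genes fell with a median log2 fold change of -0.21 over 5 of 12 genes tested, 2 of them higher (camera adjusted p = 0.138). Otx2 was in the methods' selection as lower, with a signal of 2.64 ± 0.086 (SD, n = 3) before and 1.08 ± 0.11 (SD, n = 3) after heartbeat initiation (log2 fold change -1.56, SE 0.14, limma adjusted p = 0.0199), and it passed with p adjusted over the list alone. If less neural tissue was dissected with the post-heartbeat hearts, the whole list would fall. The adjusted p of the list with the slide as a block was 0.0219 (fry 0.125, range over all alternatives 2.51e-05 to 0.726), and without Otx2 the remaining 4 genes gave a p of 0.348. The fall of the list thus rests on Otx2, and less neural tissue, which may be the cause, cannot be told apart from lower expression of this gene. Only 5 genes were tested, and neural genes outside the list were not tested as a set. A change of Otx2 in other tissue near the heart was not tested.

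The arrays can be split into groups of 3 in 10 ways, so no share under 0.1 can be had, and the splits by themselves cannot exclude chance for a count or a list. For the number of probes past the limma threshold, 2 of the 10 splits gave as many, the real one with 27 and the split by slide with 3824, while the other splits gave 0. With the slide as a block, 223 probes were higher and 89 lower. For the lists of glycolysis, striated muscle, HIF-1 targets, catecholamine synthesis and cardiac calcium handling, 1 of the 10 splits, the real one, gave a camera p as small. For glycogen metabolism and for insulin signaling, 2 of the 10 splits did, the real one and a split other than that by slide. Camera at the preset correlation also gave small unadjusted p for other splits, the smallest for striated muscle being 3.10e-08 where the real split gave 1.68e-17, and for glycolysis 0.00212 where it gave 5.34e-05.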
